# Multiomics and cellular senescence profiling of aging human skeletal muscle uncovers Maraviroc as a senotherapeutic approach for sarcopenia

**DOI:** 10.1038/s41467-025-61403-y

**Published:** 2025-07-05

**Authors:** Yang Li, Chuhan Li, Qin Zhou, Xingyuan Liu, Yulong Qiao, Ting Xie, Hao Sun, Michael Tim-Yun Ong, Huating Wang

**Keywords:** Ageing, Muscle stem cells, Senescence

## Abstract

Cellular senescence is a hallmark of organismal aging but how it drives aging in human tissues is not fully understood. Here we leverage single nucleus multiomics to profile senescence in mononucleated cells of human skeletal muscle and provide the first senescence atlas. We demonstrate the intra- and inter-populational transcriptomic and epigenomic heterogeneity and dynamics of cellular senescence. We also identify commonalities and variations in senescence-associated secretory phenotypes (SASPs) among the cells and elucidate SASP mediated cellular interactions and niche deregulation. Furthermore, we identify targetable SASPs and demonstrate the possibility of using Maraviroc as a pharmacological senotherapeutic for treating age-associated sarcopenia. Lastly, we define transcription factors that govern senescence state and SASP induction in aging muscle and elucidate the key function and mechanism of JUNB in SASP activation. Altogether, our findings demonstrate the prevalence and function of cellular senescence in skeletal muscle and identify a novel pharmacological intervention for sarcopenia.

## Abstract (web summary)

This study leverages single-nucleus multiomics to map cellular senescence atlas in aging human skeletal muscle and uncovers potential targets and senotherapeutics for treating age-associated sarcopenia.

## Introduction

The organismal aging process is both characterized and driven by cellular and molecular mechanisms termed hallmarks of aging. Cellular senescence, an adaptive response induced by multiple physiological and pathological stresses that entails irreversible cell cycle arrest and resistance to apoptosis is emerging as a dominant mechanism orchestrating various facets of aging physiology and development of many age-dependent diseases^1–3^. Senescent cells (SnCs) are associated with multiple phenotypic and molecular changes that help distinguish them from quiescent or terminally differentiated cells, for example increased lysosomal β-galactosidase activity (SA-β-GAL), upregulated expression of cell cycle inhibitors, P21^CIP1/WAF1^ (CDKN1A) and P16^INK4a^ (CDKN2A)^4^. More importantly, SnCs are characterized by the senescence-associated secretory phenotype (SASP), which encompasses a variety of secreted bioactive factors that can include pro-inflammatory cytokines, chemokines, growth factors and matrix-remolding enzymes^2,5^. These SASPs are the major mediators of the paracrine effects of SnCs in their tissue microenvironment and can disrupt tissue homeostasis by promoting chronic inflammation, fibrosis and progenitor cell dysfunction. For example, SASP factors contribute to the chronic inflammation in aging tissue (so-called inflammaging) by directly initiating inflammation or indirectly inducing secondary inflammation through chronic activation of immune cells and spread of senescence locally and systemically.

It is becoming clear that the heterogeneity of SnCs and SASPs is vast, yet ill-characterized^5,6^; for example, the extent of the expression of different SASP elements is highly cell-type and senescence-stage dependent. Even less is known about the regulation of senescence state and SASPs particularly the upstream transcriptional regulators/events that activate the SASPs. NF-κB signaling serves as a pivotal regulator of SASP interleukins and cytokines, chemokines, growth factors and other factors^6–8^; CCAAT/enhancer-binding protein-beta (C/EBPβ) functions as a TF that cooperates with NF-κB to modulate the expression of some SASPs^9–11^, but there remains an imperative need to define additional orchestrators and elucidate their regulatory mechanisms in governing SASP expression. Emerging single-cell technologies have enormously facilitated the profiling and characterization of senescence/SASPs heterogeneity, dynamics and regulation spatiotemporally. However, most studies so far are from model animals and there is sparse information about the prevalence and spectrum of SnCs/SASPs in human tissues such as skeletal muscle.

Skeletal muscle, as a key organ of body homeostasis and mobility, suffers from age-associated sarcopenia, which involves a deterioration in muscle quantity and quality, muscle strength and muscle function^12^. It is believed that the condition can partly be attributed to the decreased number and function of adult muscle stem cells (MuSCs)^13,14^. MuSCs are indispensable for maintaining muscle homeostasis and injury-induced muscle regeneration. In aged mice, muscle repair is blunted in a large part due to the numeric and functional decline of MuSCs. Accumulated works demonstrate both intrinsic alterations in MuSCs and extrinsic deregulations in the niche microenvironment contribute to the age-related decline. The intricate interplay between the niche and MuSCs is emerging as a key question in understanding molecular mechanisms underlying muscle aging. Moreover, burgeoning evidence suggestes signs of senescence in skeletal muscle but conflicting observations are being reported^12,15^. For example, earlier studies reported signs of senescence in isolated MuSCs from aged mice (elevated expression of SA-β-GAL and *p16*, *p21*, and *Igfbp5* mRNAs)^16^, but more recent studies revealed a lack of conclusive evidence for senescence-associated phenotypes such as SA-β-GAL staining on aged muscle sections^17,18^. Nevertheless, several studies showed that genetic elimination of SnCs restored muscle loss and inflammation in aged mice^19,20^. Therefore, the prevalence of the senescence in MuSCs and also in other resident mononuclear cells that populate the interstitial microenvironment of skeletal muscle remains elusive, let alone the possible contribution of senescent MuSCs in niche deregulation of aging muscle.

It is now well believed that SnCs are therapeutically targetable; a relatively new class of drugs termed senotherapeutic approaches that selectively kill senescent cells (senolytics) or to suppress SASPs (senomorphics) are attracting unprecedented attention as a means to enable healthy aging^6,21^. Indeed, in preclinical models, pharmacological elimination of senescent cells restores health and youthful properties in multiple tissues. Of note, senolytic treatment with dasatinib/quercetin also increased muscle strength and function in aged mice^22^. Other studies, however, suggested that pro-senescence therapy can promote muscle regeneration^23^. Overall, we must admit that our knowledge of senescence in aging muscle is largely incomplete; we believe it is imperative to start from the ab initio defining of the unique features of SnC atlas in skeletal muscle and provide a full spectrum of senescence/SASP heterogeneity, dynamics, and regulation, which will enable the exciting opportunity for identification of novel senotherapeutic targets and drug discovery/development for sarcopenia.

Here in this study, we conducted simultaneous single-nucleus RNA-seq + ATAC-seq mapping in mononucleated cells freshly harvested from young and aged human biopsies. Integrated analysis yields the first senescent cell atlas in aging human muscle and demonstrates the SASP heterogeneity and dynamics. We further elucidate the function of senescent cells, in particular the contribution of senescent MuSCs in niche modulation via SASP-mediated cell-cell interactions. Moreover, we test the possibility of senotherapeutic targeting in aging muscle and identify Maraviroc as an effective senomorphic approach for ameliorating muscle aging in mice. Furthermore, we elucidate upstream TFs governing senescence and define JUNB as a direct transcriptional activator of SASP induction via enhancer regulation in senescent MuSCs. The finding demonstrates the key role of JUNB in SASP regulation and highlights it as a potential senotherapeutic target.

## Results

### Multiomics mapping of senescence atlas in human muscle

To gain the first senescence blueprint of mononucleated cells in aging human muscle, we obtained hamstring muscles from biopsies of 10 male donors: five young (19–27 years-old males who underwent anterior cruciate ligament reconstruction) and five aged (60–77 years-old males who underwent knee replacement surgery) (Fig. 1 and Suppl. Dataset 1). Structurally intact and histologically healthy hamstring muscles were harvested from anatomically equivalent regions across cohorts and processed under standardized protocols. Mononuclear cells were FACS isolated and single nuclei were prepared for single-nucleus (sn) multiomics (simultaneous RNA-seq and ATAC-seq in one cell) analysis using a 10x Genomics Chromium. After stringent quality control to remove low-quality nuclei and batch effect, a total of 52,934 (30,390 from five young and 22,544 from five aged donors) qualified nuclei were obtained for downstream analysis (Suppl. Fig. 1A). The snRNA-seq data quality, indicated by the number of read counts (UMI) and genes with at least one read count was highly correlated across all five donors (Suppl. Fig. 1B); similar observation was made on the ATAC-seq data quality as indicated by ATAC read counts and ATAC peaks for each sample (Suppl. Fig. 1C). Using unbiased clustering and uniform manifold approximation and projection (UMAP) analysis, 12 clusters of muscle resident mononuclear cells were identified with distinct transcriptomic and epigenomic signatures, including MuSCs, FAP (Fibro-adipogenic progenitors) 1, FAP 2, EC (endothelial cells) 1, EC 2, EC 3, Pericytes, SMC (smooth muscle cells) 1, SMC 2, MPs (macrophages), and B/T/NK (B-cells, T-cells and Natural Killer cells), along with a small number of nuclei from mature skeletal muscles (MSMs) despite terminally differentiated and post-mitotic myofibers were excluded from the procedure (Fig. 2A, Suppl. Fig. 1D and Suppl. Dataset 2). The marker genes from the literature were used to annotate these clusters, for example, *MYF5* and *PAX7* for the MuSCs, *DCN, FBN1* for the FAPs, *ACTA1* for the ECs, and *C1QA* for the MPs (Suppl. Fig. 1E-F and Suppl. Dataset 2). Strong correlations in global gene expression were observed across all 10 donors within each cell type (Suppl. Fig. 1G), suggesting that the within-group samples were highly comparable. Consistently, all the expected cell types were identified among donors in each age group with comparable relative abundance (Suppl. Fig. 1H-I). Decreased numbers of MuSCs, ECs, SMCs, and Pericytes were observed while the numbers of MSCs, FAPs, MPs, and B/T/NK cells increased in the aged compared to the young muscles (Fig. 2B), confirming the altered cellular composition and niche microenvironment during muscle aging. For the four major non-immune cell types, MuSCs, ECs, FAPs and SMCs, correlation analysis demonstrated that the cell proportions of MuSCs, ECs, and SMCs decreased, and FAPs increased with aging (Fig. 2C), which was consistent with previous findings^24,25^. The cell type prioritization score analysis using Augur pinpointed B/T/NK cells (0.90), SMCs (0.86), MuSCs (0.84), and MSMs (0.82) as the cells most responsive to aging (Fig. 2D). Furthermore, by quantifying transcriptional noise, we found most cells showed an elevated transcriptional heterogeneity among individual nuclei (Fig. 2E), which is in line with the known feature of aging^26^. This finding was further validated by calculating the average transcriptional noise scores per donor and indeed an elevated ratio of transcriptional noise was observed in the aged group (Suppl. Fig. 1J).

**Fig. 1:**
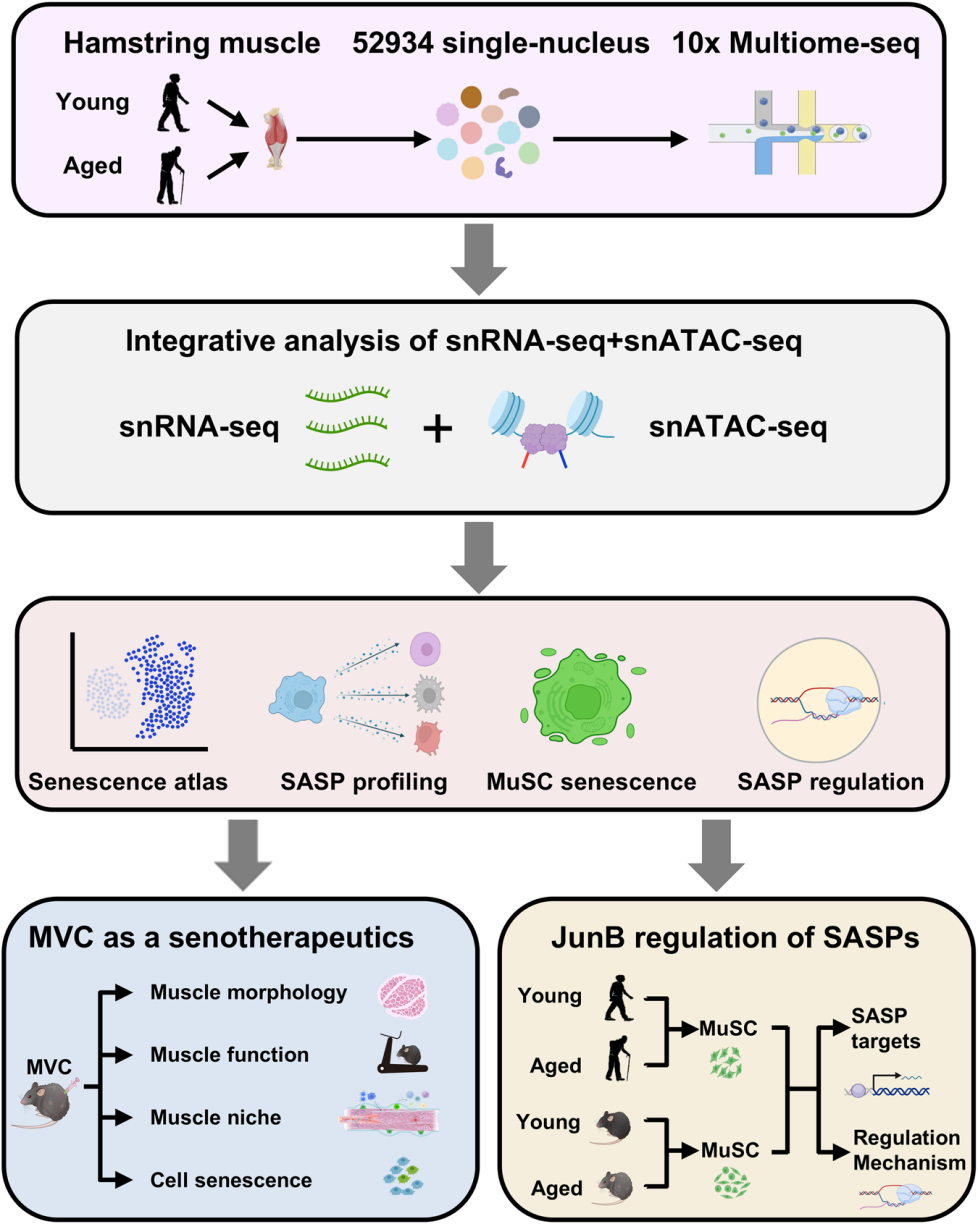
Schematic of the overall design of the study. Created in BioRender. Li, Y. (2025) https://BioRender.com/xsxka6w.

**Fig. 2:**
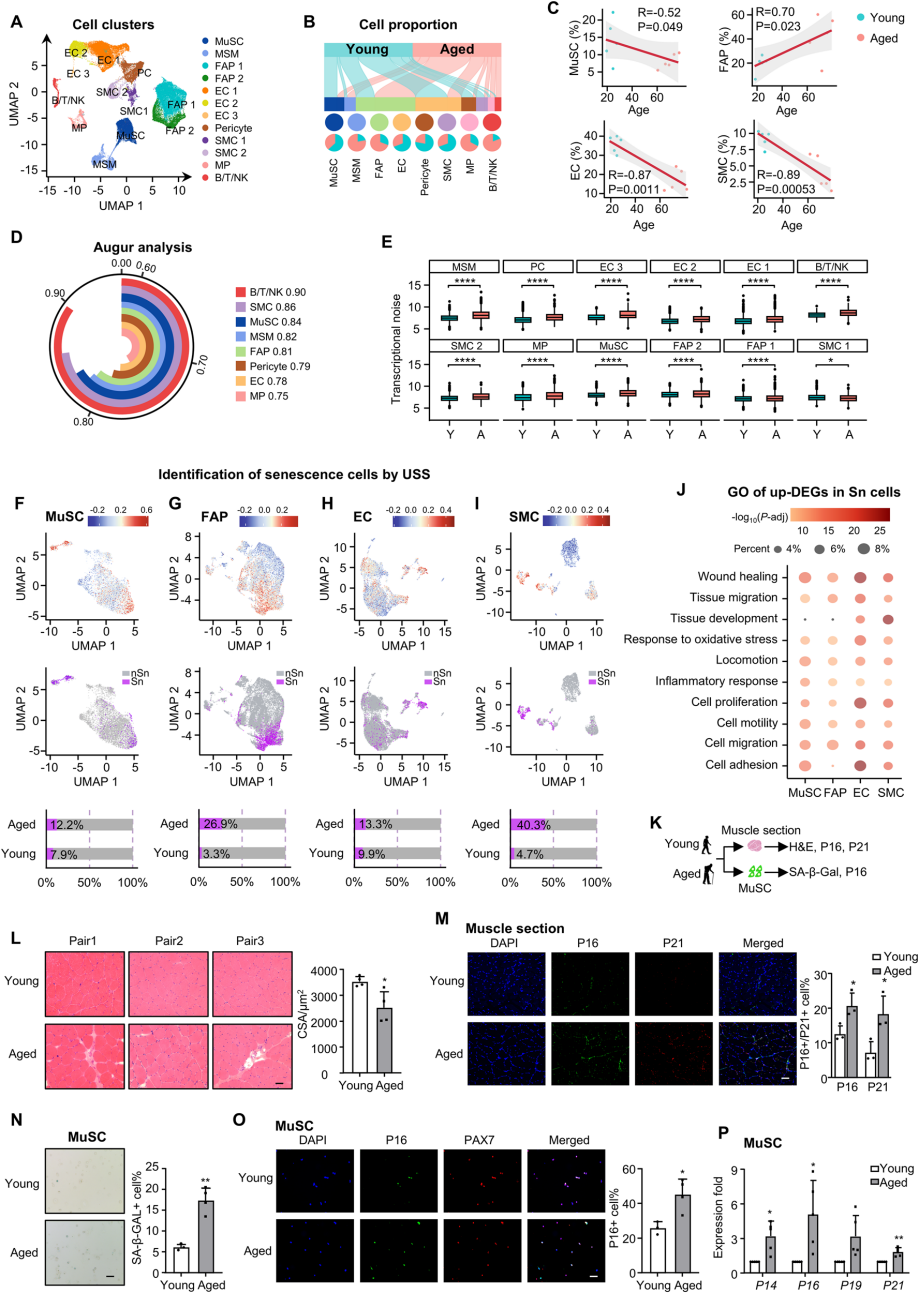
Multiomics mapping of senescence atlas in aging human muscle. **A** Uniform manifold approximation and projection (UMAP) plot showing the 12 (sub)types of muscle resident mononucleated cell populations. **B** Sankey plots showing the distribution and relative composition of young/aged cells across 8 main cell types. **C** Scatter plots of MuSC, FAP, EC, and MP proportions in young/aged donors, with Pearson correlation coefficients (two-sided, unadjusted). The red regression lines represent the linear model fits, with the shaded areas indicating the 95% confidence intervals (CIs). **D** Arc plot showing the cell type aging responsiveness with augur scores from random forest (one-sided, unadjusted). **E** Boxplots of transcriptional noise in young (Y) vs. aged (A), ordered by A/Y ratio using Wilcoxon tests (two-sided, unadjusted). **F**–**I** Senescence atlas: UMAPs colored by SenMayo ss-GSVA scores; senescent (Sn) vs. non-senescent (nSn) cells in MuSCs, FAPs, ECs, SMCs. Bar plots: Sn/nSn ratios in young/aged. **J** Dot plot of representative upregulated Sn DEG GO terms (hypergeometric test, one-sided; *p* <0.05, Benjamini-Hochberg-adjusted). **K** Schematic of the experimental design for senescence detection in human muscle or freshly isolated MuSCs. Created in BioRender. Li, Y. (2025) https://BioRender.com/xsxka6w**L** H&E staining and quantification of cross-section areas (CSAs) of aged vs. young human muscle. Scale bar: 50 μm, *n* = 4. *p* = 0.021. **M** IF staining and quantification of P16 and P21 (red) on the above human muscle sections. Scale bar: 50 μm, *n* = 3. *p* = 0.035 (P16), 0.035 (P21). **N** SA-β-GAL staining and quantification of young/aged MuSCs. Scale bar: 50 μm, *n* = 3. *p* = 0.0018. **O** IF staining and quantification of P16 and PAX7 on the above MuSCs. Scale bar: 50 μm, *n* = 3. *p* = 0.011. **P** RT-qPCR detection of *P14, P16, P19* and *P21* genes expressions in the above MuSCs. *n* = 5. *p* = 0.00020 (*P14*), 0.037 (*P16*), 0.0070 (*P21*). All the bar graphs are presented as mean + SD, paired two-sided Student’s *t*-test (**P**) and unpaired two-sided Student’s *t*-test (D, L-O) were used to calculate the statistical significance: *p <0.05, **p <0.01, **p <0.001, *n.s*. = no significance. Source data are provided as a Source Data file.

Next, to define the senescence atlas, we calculated a unified senescence score (USS) by integrating four senescent gene sets (SenMayo, CellAge, GenAge, and Senescence Eigengene, Suppl. Dataset 2) through single-sample Gene Set Enrichment Analysis (GSEA)^27–31^. As a result, increased percentages of senescent cells were detected in all four cell types in aged vs. young muscle: MuSCs (12.2% vs. 7.9%, Fig. 2F), FAPs (26.9% vs. 3.3%, Fig. 2G), ECs (13.3% vs. 9.9%, Fig. 2H) and SMCs (40.3% vs. 4.7%, Fig. 2I). Gene Ontology (GO) enrichment analysis revealed that compared to the non-senescent (nSn) cells, the senescent (Sn) cells were enriched for pathways such as “wound healing”, “response to oxidative stress”, “cell adhesion” and “cell migration” etc. (Fig. 2J and Suppl. Dataset 3), all of which are characteristic features of senescent cells^32^. The above findings from analyzing the snRNA-seq data were validated by additional experiments (Fig. 2K). H&E staining of the muscle sections from additional pairs of donors revealed decreased fiber size and increased inflammation in aged vs. young muscles (Fig. 2L); elevated staining of P16 and P21 proteins was also detected (Fig. 2M). Moreover, total MuSCs were freshly isolated by FACS and a significant increase of SA-β-GAL+ cells (Fig. 2N) and P16+ cells (Fig. 2O) were detected in aged muscles, accompanied by higher mRNA levels of senescence markers, *P14, P16, P19* and *P21* (Fig. 2P), altogether supporting the increased senescence in aged MuSCs.

### Heterogeneity and dynamics of cellular senescence in human muscle

To further characterize MuSC senescence, pseudotime trajectory was utilized to reveal the MuSC fate which diverged into two late paths (Fig. 3A). The Early-Late 1 fate accurately captured the transition from young to aged nuclei, showing a significant increase in the proportion of aged nuclei along the pseudotime (Fig. 3B and Suppl. Fig. 2A); while in the Early-Late 2 path, young and aged nuclei randomly distributed (Fig. 3B and Suppl. Fig. 2B). Nevertheless, senescent MuSCs accumulated in both late branches (Fig. 3C) with *CDKN1A* gene highly expressed at the ends (Fig. 3D). We then aggregated the expression of published cell cycle gene set of Reactome collection (Suppl. Dataset 3) along the pseudotime trajectory and calculated a module score by ss-GSVA method^33^; a decreased ss-GSVA score was observed over the trajectory (Fig. 3E), in agreement with the known feature of cell cycle arrest in senescent cells^34,35^. Differentially expressed gene (DEG) analysis uncovered various senescence-related GO terms such as “Extracellular space” (such as *FGF2, IGFBP6, IGFBP7, CXCL12, TGFB1, BMP6*), “Cytokine/chemokine activity” (such as *CCL2, CXCL12, CXCL8, CXCL2*), “Growth factor” (such as *FGF2, IGFBP6, IGFBP7*) etc. enriched in the late-phase MuSCs (Fig. 3F, Suppl. Fig. 2C). Moreover, the DEGs in the Late 1 and Late 2 branches were enriched for distinct GO terms with Late 1 being highly pro-fibrotic compared to Late 2 (Fig. 3G and Suppl. Dataset 3). Altogether, the above findings demonstrate the high level of heterogeneity in senescent MuSCs.

**Fig. 3:**
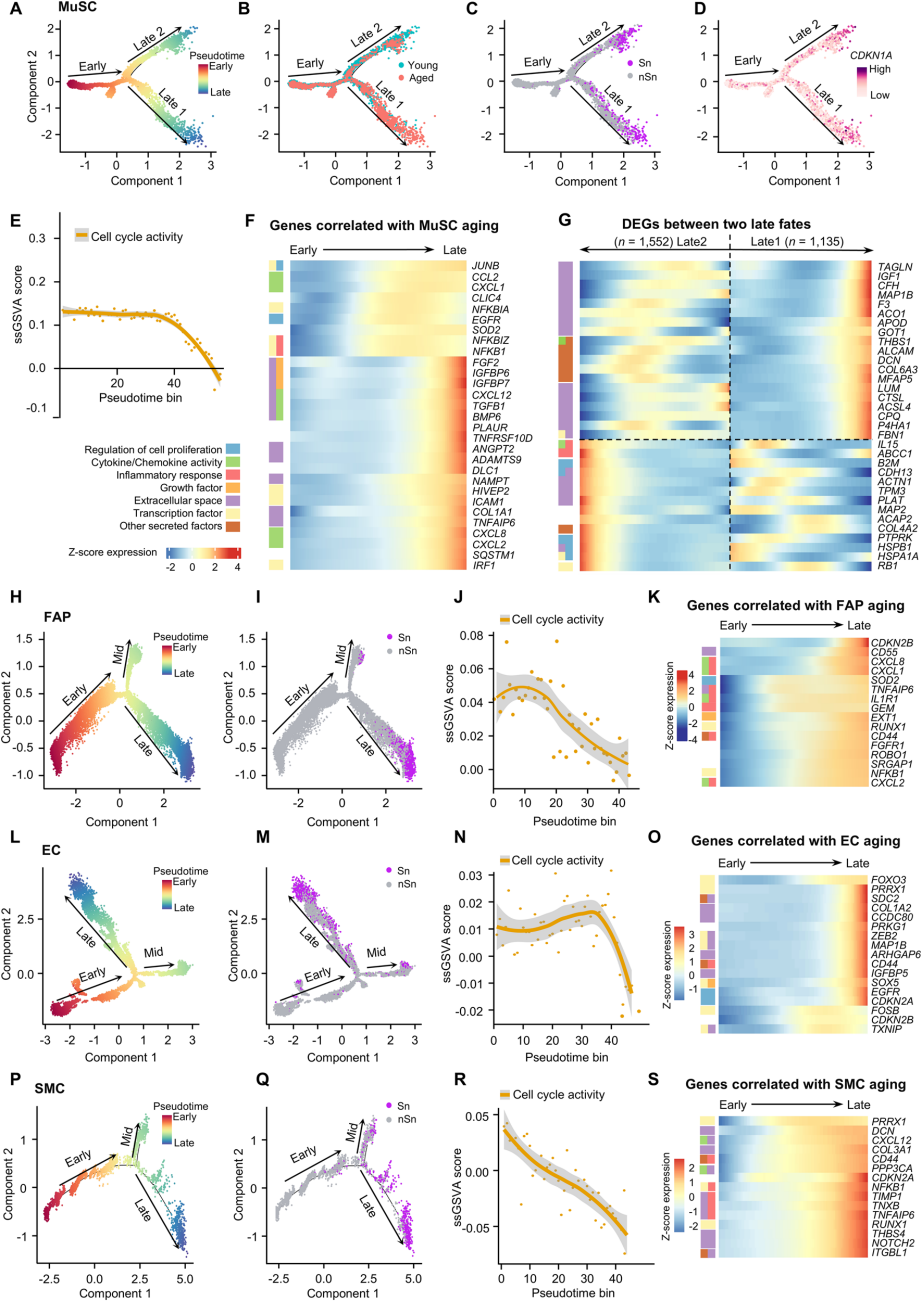
Heterogeneity and dynamics of cellular senescence in aging human muscle. **A**–**D** Discriminative dimensionality reduction (DDR) tree visualization of MuSC trajectory with mapping of pseudotime (**A**), age group (**B**), senescence annotation (**C**), and *CDKN1A* expression level (**D**). **E** Plot showing the ss-GSVA score of cell cycle activity signature genes along MuSC aging trajectory psuedotime. The solid yellow line is the local regression result for individual pseudotime bins (55 total, sized 0.10 per bin), with the gray shadow depicting the 95% CIs. **F** Heat map visualization of expression levels of genes (right) with correlated expression profiles to MuSC aging pseudotime ordered from Early to Late stage. Left: row annotation showing the functions of the genes. **G** Heat map visualization of expression levels of DEGs between Late 1 and Late 2 fates ordered by pseudotime. **H**, **I** DDR tree visualization of FAP trajectory with mapping of pseudotime (**H**) and senescence annotation (**I**). **J** Plot showing the ss-GSVA score of cell cycle activity signature genes along FAP aging trajectory psuedotime with 95% CI. **K** Heat map visualization of expression levels of genes with correlated expression profiles to FAP aging pseudotime from Early to Late stage. **L**, **M** DDR tree visualization of EC trajectory with mapping of pseudotime (**L**) and senescence annotation (**M**). **N** Plot showing the ss-GSVA score of cell cycle activity signature genes along EC aging trajectory with 95% CI. **O** Heat map visualization of expression levels of genes with correlated expression profiles to EC aging pseudotime. **P**, **Q** DDR tree visualization of SMC trajectory with mapping of pseudotime (**P**) and senescence annotation (**Q**). **R** Plot showing the ss-GSVA score of cell cycle activity signature genes along SMC aging trajectory with 95% CIs. **S** Heat map visualization of expression levels of genes with correlated expression profiles to SMC aging pseudotime. Source data are provided as a Source Data file.

The pseudotime trajectories for other cell types were also examined. FAPs displayed a more continuous and smooth cell fate trajectory (Fig. 3H), along which the ratio of aged nuclei significantly increased (Suppl. Fig. 2D, E) and senescent FAPs accumulated near the end (Fig. 3I), accompanied by a decreased cell cycle ss-GSVA score (Fig. 3J). Inflammatory response genes such as *CDKN2B*, *CD56*, *CXCL8* and *CXCL1* were among the most enriched pseudotime-correlated DEGs in the late stage (Fig. 3K and Suppl. Fig. 2F, G). Similar to FAPs, ECs exhibited a relatively simple trajectory pattern, with cells starting from early-end, going through a middle branch, then falling into the late-end (Fig. 3L). Mapping of ECs along the trajectory also uncovered a significant increase of aged nuclei (Suppl. Fig. 2H, I), senescent ECs (Fig. 3M) and reduced cell cycle ss-GSVA score (Fig. 3N). Aging ECs were enriched for genes associated with “Extracellular space” (such as *COL1A2, CCDC80, PPKG1*) and “Transcription factor” (such as *ZEB2, MAP1B*) (Fig. 3O and Suppl. Fig. 2J, K). In the trajectory for SMCs, we observed a mixture of young and aged nuclei in the early-end and middle phases, whereas the late end was predominantly occupied with aged nuclei (Suppl. Fig. 2L, M). Most aged SMCs from the late end were detected as senescent and functionally distinct from the rest (Fig. 3P, Q). We also observed a consistent decrease in cell cycle ss-GSVA score along the SMC pseudotime axis (Fig. 3R); and pseudotime-associated genes were enriched for both “Inflammatory response” (such as *NFκB1, TIMP1, TNXB, TNFA1P6, RUNX1*) and “Extracellular space” (such as *THBS4, NOTCH2, ITGBL1*) (Fig. 3S; Suppl. Fig. 2N, O). Collectively, the findings reveal the temporal heterogeneity/dynamics of cellular senescence both inter-and intra-populationally among four major types of mononuclear cells in aged human muscle.

### SASP profiling and function in senescent cells

Knowing the importance of SASPs in determining the senescence heterogeneity and function, we next mapped the SASP dynamics in aging muscle. We first identified senescence-associated DEGs (Sn-DEG) comparing senescent (Sn) and non-senescent (nSn) cells across the four mononuclear cell populations. A total of 1514 up- and 1576 down-regulated Sn-DEGs were identified in at least one cell type and the majority were cell type specific (Fig. 4A and Suppl. Dataset 3), again reinforcing the inter-cellular heterogeneity. By intersecting with the SASP set, 243 of the SASPs were found up-regulated in senescent cells and 78 were commonly shared in at least two cell populations (Fig. 4B, Suppl. Dataset 4); in particular, 16 were commonly shared in all four cell types including *CXCL8*, *CXCL2*, *VCAN*, *COL12A1*, *MFAP5*, *PLAU*, *CXCL3*, *FBN1*, *CD44*, *CXCL1*, *SOD2*, *SLC39A14*, *MMP3*, *SERPINE2*, *ALCAM*, and *FSTL1* (Fig. 4C). Nevertheless, >30% of the SASPs were cell type specific (25, 36, 32, 48 in MuSC, FAP, EC and SMC) (Fig. 4B, Suppl. Fig. 3A); for example, *IGFBP7*, *NAMPT*, *CCL2*, *TGFB*, *IL7*, and *ANGPT2* were uniquely up-regulated in senescent MuSCs and *THBS1*, *MAT2A*, *GALNT2*, *DPP4*, *ITGB3*, *LRPPRC* in FAPs (Fig. 4D). The above findings demonstrate both the commonality and the inter-populational variation in SASP constitutions. When taking a close examination of the MuSC SASPs, expectedly, we found the SASP ssGSVA score was much higher in senescent vs. non-senescent MuSCs (Fig. 4E) and also in aged vs. young MuSCs (Fig. 4F). *DCN*, *VCAN*, *CXCL2*, *CCL2*, *CXCL1* were among the top-ranked SASPs in both senescent and aged MuSCs (Fig. 4G, H and Suppl. Dataset 4). The induction of *DCN*, *CXCL1*, *APOD*, *CCL2*, *CXCL2*, *CXCL8*, *IGFBP6*, and *EGFR* was further validated by RT-qPCR in freshly isolated MuSCs (Fig. 4I). Altogether, the above results solidify the induction of SASPs and profile their dynamics in senescent mononuclear cells in aged human muscle.

**Fig. 4:**
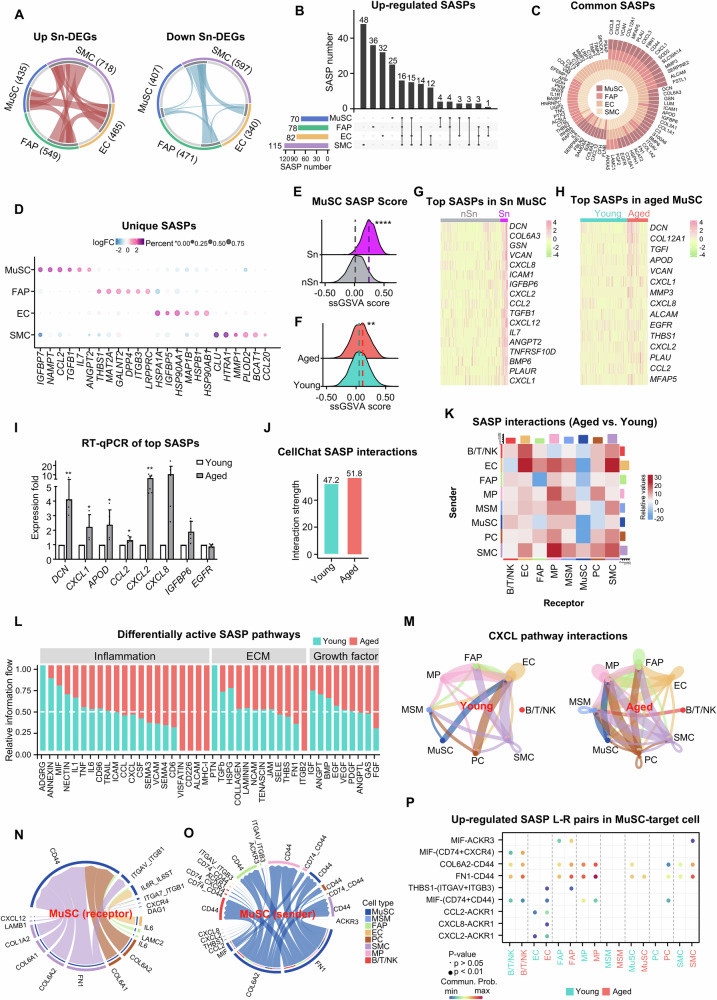
SASP profiling and function in senescent cells. **A** Circos plots showing up/downregulated DEGs in senescent MuSCs, FAPs, ECs, SMCs (total DEGs in brackets). Curves showing shared Sn-DEGs between two cell types. Inner arcs (grey) showing unique/shared Sn-DEGs. **B** Upset plot showing the number of unique/shared upregulated SASP genes (pairwise cell comparisons). **C** Plot showing the up-regulated SASPs shared by at least two cell types. **D** Scatter Plot showing the cell type-specific upregulated SASPs. **E**, **F** Ridge map showing ss-GSVA score density for classical SASP genes in Sn vs. nSn (**E**) and aged vs. young (**F**). The dashed line corresponds to peak positions. *p* = 2.2e-16 (**E**), 0.0025 (**F**) (Wilcoxon, two-sided). **G**, **H** Heatmap of op upregulated SASPs in Sn vs. nSn (**G**) and aged vs. young (**H**). **I** RT-qPCR detection of top-ranked up-regulated SASP gene expressions in aged/young human MuSCs, *n* = 5. *p* = 0.0043 (*DCN*), 0.032 (*CXCL1*), 0.041 (*APOD*), 0.022 (*CCL2*), 0.0093 (*CXCL2*). **J** Bar plot comparing SASP-mediated intercellular interaction strength (aged vs. young). **K** Heatmap showing differential SASP interactions (aged vs. young). Red/blue represents increased/decreased signaling. Top/right bars showing incoming/outgoing signals for each cell type. **L** Relative flows of differentially active signaling pathways during muscle aging. **M** Plot showing the signal strength change by aggregating all L-R pairs within CXCL pathway. The edge color corresponds to the sender cell type, and the edge weight is proportional to the interaction strength. **N**, **O** Chord diagram visualizing MuSC-centered SASP communication as receptor (**N**) or sender (**O**). **P** Dot plot showing the increased SASP L-R pairs from MuSC (sender cell) to other cells (target cell) in aged vs. young group. The dot color and size represent the computed communication probability and *p*-values. All the bar graphs are presented as mean + SD, paired two-sided Student’s *t*-test (**I**) and unpaired two-sided Student’s *t*-test (**E**, **F**) were used to calculate the statistical significance: *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, *n.s*. = no significance. Source data are provided as a Source Data file.

Next, to elucidate the function of the SASPs, we mapped SASP-mediated intercellular communication, a total of 810 SASP-mediated ligand (L)-receptor (R) pairs were defined among all cell types by CellChat (Suppl. Dataset 4). Expectedly, SASP-mediated interaction strength was enhanced in the aged vs. young muscle (51.8 vs. 47.2, Fig. 4J) along with the overall L-R mediated cell-cell interaction strength (56.8 vs. 52.0, Suppl. Fig. 3B), suggesting SASP function in augmenting cellular communication and altering niche microenvironment in aging muscle. Consistently, further examination of the receiver-sender cell interactions revealed a global strengthening of SASP (Fig. 4K) or all L-R (Suppl. Fig. 3C) mediated interaction signals between two cell types; for example, the signals to SMCs or ECs from all other types of cells showed a remarkable increase in aged muscle. Interestingly, MuSCs received decreased signals from ECs, FAPs and Pericytes while sending higher levels of signals to BT/NK cells, ECs, MPs and MSMs (Fig. 4K). Additionally, the network analysis revealed significantly altered SASP-mediated pathways in scaled information flow (the total sum of communication probability from the inferred SASP network); and a gain of inflammatory SASP-mediated pathways (for example by VISFATIN, CD226, ALCAM, and MHC-I signals) was observed in the aged muscle (Fig. 4L); ECM-SASP mediated pathways were also altered, for example, increased ITGB2 pathway and decreased PTN pathway were observed (Fig. 4L). Additionally, growth factors, such as FGF and IGF-mediated pathways were also changed in aged muscle (Fig. 4L). Of note, we found that CXCL family (CXCL12, 2, 8, 3 and 1) may act as key SASPs mediating cellular interactions and CXCL-mediated interaction strength and frequency showed significant elevation in the aged muscle (Fig. 4M, Suppl. Dataset 4). By examining enhanced signaling pairs in the aged group, we identified 54 SASP-mediated L-R pairs with MuSC as either a sender (43), receptor (9) or involved in autocrine interactions (2) (Fig. 4N, O, Suppl. Dataset 4). Among the most age-related increased signals emanating from or received in MuSCs, MPs, SMCs, and FAPs exhibited the highest interaction frequency with MuSCs; and CD44 represented a key receptor mediating the interactions (Fig. 4N, O). Next, to further examine the up-regulated SASP-mediated cell interactions in aged MuSCs, analysis of differential communication probability was performed to identify top-ranked L-R pairs emanating from MuSCs. For example, MIF-(CD74 + CXCR4) signaling from MuSCs to B/T/NK cells was drastically activated in aged muscle, and MIF-ACKR3 signaling from MuSCs to FAPs, FN1-CD44 signaling from MuSCs to SMCs were also increased (Fig. 4P). Altogether, the above findings define SASP-mediated cellular interactions and demonstrate the key functions of SASPs in modulating muscle microenvironment during muscle aging.

### Maraviroc as a potential senotherapeutic for sarcopenia

Among all the above-identified SASPs in senescent cells, we observed a robust induction of *CCL3, CCL4* and *CCL5* along with their receptor *CCR5* in aged vs. young MuSCs (Fig. 5A) and whole muscle (Suppl. Fig. 4A, B); and the high induction was also confirmed by RT-qPCR in isolated MuSCs from additional human muscle donors (Fig. 5B). Moreover, their induction was also found in aged mouse muscles and MuSCs by analyzing publicly available single-cell RNA-seq data (Suppl. Fig. 4C, D) and RT-qPCR (Suppl. Fig. 4E)^36^. Interestingly, in our recent study^37^, we have demonstrated that Maraviroc(MVC), a Ccr5 antagonist is very effective in targeting the Ccl5-Ccr5 axis thus mitigating inflammation in dystrophic mouse muscles. We thus tested if MVC can be a potential senomorphic for treating muscle aging by blocking the function of Ccl3, 4 and 5 in mice. In the first high dose short term (HDST) treatment regime, a high dose (10 mg/kg) of MVC was administrated on 18 months old mice intraperitoneally for 3 months (Fig. 5C). The MVC treatment led to an evident increase in muscle mass (28.01% increase of TA/body weight) (Fig. 5D) and muscle morphology (Fig. 5E) compared to the DMSO-treated mice; by H&E staining, the inflammation was also attenuated, and the muscle fiber size was increased (15.50%) (Fig. 5E). As a result, the muscle function was significantly enhanced which was evidenced by a notable increase in the grip strength (15.79%) (Fig. 5F) and a tapered grip strength reduction (Δgrip) (19.75%) (Fig. 5G). Consistently, when subjected to a treadmill running test, in which the mice were adapted to a treadmill followed by a stepwise increase of running speed until their exhaustion, the MVC-treated mice demonstrated higher running speed (26.42%) (Fig. 5H) and longer running distance (50.00%) (Fig. 5I). Overall, we observed the mice were rejuvenated to a much healthier and active state. Furthermore, the number of MuSCs was elevated (3.91% vs. 3.39%) accompanied by decreased macrophages (0.89% vs. 1.09%) but no significant change of FAPs (Fig. 5J), indicating the treatment blocked the action of SASPs and improved the aging muscle niche.

**Fig. 5:**
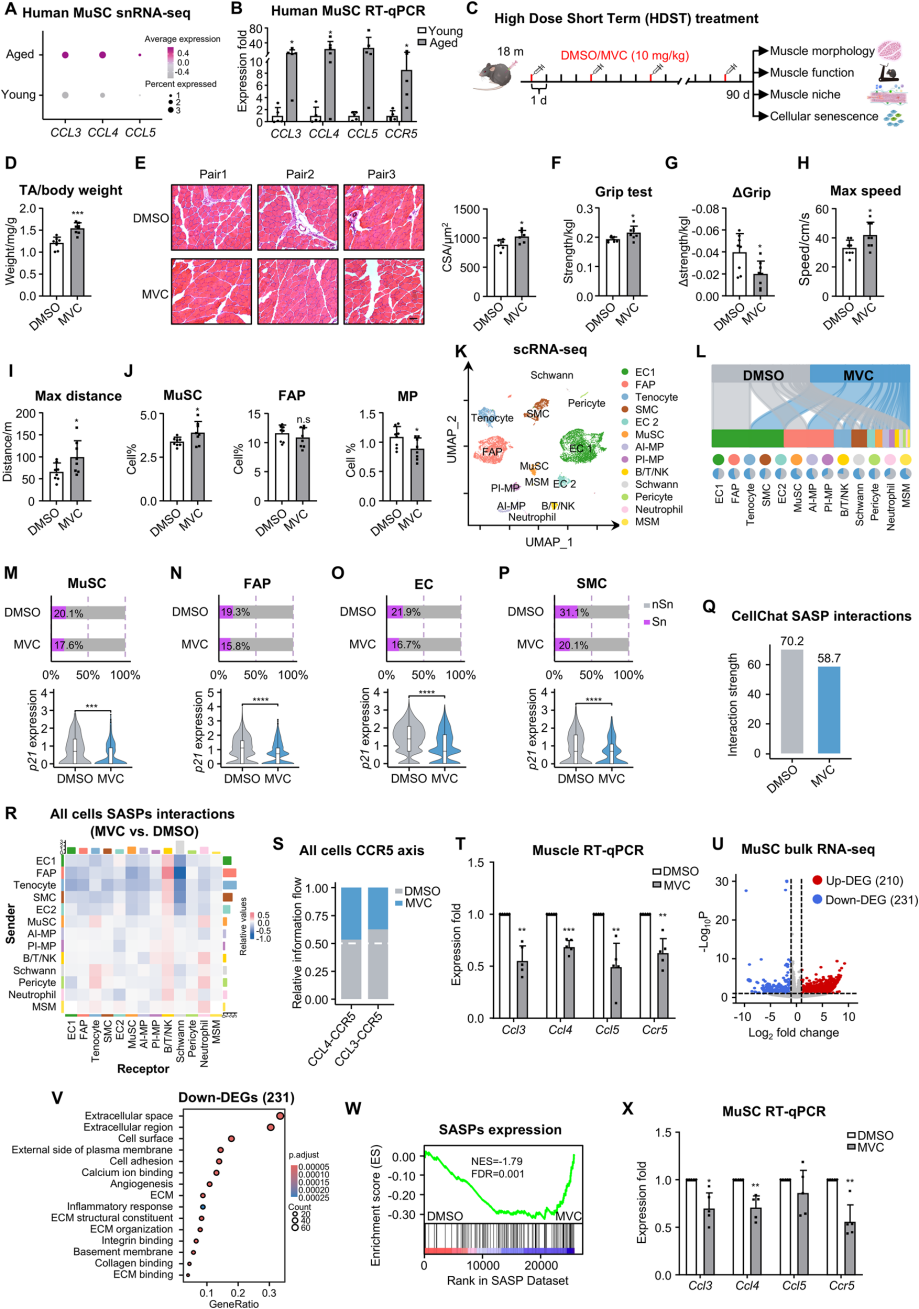
Maraviroc is a potential senotherapeutic for sarcopenia. **A** snRNA-seq analysis of *CCR5* axis gene expressions in human MuSCs. **B** RT-qPCR detection of *CCR5* axis gene expressions in human MuSCs, *n* = 5. *p* = 0.012 (*CCL3*), 0.039 (*CCL4*), 0.026 (*CCR5*). **C** Schematic of high dose short term DMSO/MVC treatment/assessment regime in aging mice, *n* = 8. Created in BioRender. Li, Y. (2025) https://BioRender.com/xsxka6w**D** The ratio of TA muscle/body weight of the above-treated mice, n = 8. *p* = 0.00040. **E** H&E staining and quantification of CSAs of TA muscles collected from the above-treated mice. Scale bar: 50 μm, *n* = 6. *p* = 0.034. **F, G** Grip strength and strength changes of the above-treated mice, *n* = 8. *p* = 0.014 (F), 0.017 (G). **H**, **I** Maximal running speed and distance of the above-treated mice, *n* = 8. *p* = 0.031 (**H**), 0.043 (**I**). **J** Flow cytometry detection of MuSC, MP, and FAP populations in the above-treated mice, *n* = 8. *p* = 0.045 (MuSC), 0.042 (MP). **K** scRNA-seq of mononucleated muscle cells isolated from the treated mice. Unsupervised clustering resolved 13 cell types. **L** Sankey plots showing the distribution and relative composition across cell types. **M–P** Top: Bar plot of USS-defined Sn/nSn cells. Bottom: Violin plot of p21 expression. *p* = 8.07e-05 (MuSC), 7.43e-24 (FAP), *p* = 1.31e-67 (EC), *p* = 4.99e-06 (SMC). Wilcoxon test (two-sided, unadjusted). **Q** Bar plot showing SASP-mediated interaction strength in DMSO and MVC. **R** Heatmap showing the altered SASP-mediated cell-cell interaction of MVC vs. DMSO. **S** Interaction frequency of Ccl3-Ccr5/Ccl4-Ccr5 pairs in MVC vs. DMSO. **T** RT-qPCR detection of the *Ccr5* axis gene expressions in whole muscles of MVC vs. DMSO, *n* = 5. *p* = 0.0024 (*Ccl3*), 0.00048 (*Ccl4*), 0.0084 (*Ccl5*), 0.0047 (*Ccr5*). **U** Volcano plot displaying DEGs from bulk RNA-seq performed in MuSCs from DMSO/MVC-treated mice. Log2FC >1, adjusted-*p* <0.05 (two-sided Wald test, Benjamini-Hochberg adjusted). **V** GO analysis of the above-identified 231 down-regulated DEGs. **W** GSEA analysis of the repressed SASPs in the above MVC vs. DMSO-treated MuSCs. **X** RT-qPCR detection of the *Ccr5* axis gene expressions in the above MuSCs, *n* = 5. *p* = 0.017 (*Ccl3*), 0.0074 (*Ccl4*), 0.0058 (*Ccr5*). All the bar graphs are presented as mean + SD, paired two-sided Student’s *t*-test (T, X) and unpaired two-sided Student’s *t*-test (**B**, **D**–**J**) were used to calculate the statistical significance: *p <0.05, **p <0.01, ***p <0.001, *n.s*. = no significance. Source data are provided as a Source Data file.

The above-uncovered niche impact was further elucidated by single-cell RNA-seq analysis of the 5437 and 5454 mononuclear cells collected from DMSO or MVC-treated mouse muscles. Among the total of 12 identified cell populations including Pro-inflammatory MPs (PI-MPs), Anti-inflammatory MPs (AI-MPs), FAPs, EC1, EC2, Tenocytes, B/T/NK cells, SMCs, MuSCs, Neutrophils, MSMs, Pericytes and Schwann cells (Fig. 5K) based on normalized gene expression levels and canonical cell type specific markers (Suppl. Fig. 4F, and Suppl. Dataset 5), we detected a remarkably increased population of MuSCs in MVC vs. DMSO group (4.68% vs. 2.65%) accompanied by a reduced population of PI-MPs (1.91% vs. 3.79%) but interestingly not FAPs (27.72% vs. 23.28%) (Fig. 5L, Suppl. Dataset 5). Furthermore, we detected significantly decreased levels of cellular senescence in MuSCs (17.6% vs. 20.1%, Fig. 5M), FAPs (15.8% vs. 19.3%, Fig. 5N), ECs (16.7% vs. 21.9%, Fig. 5O) and SMCs (20.1% vs. 31.1%, Fig. 5P), which was further supported by the decreased *p21* mRNA expression (Fig. 5M–P). Consistently, reduced p16 and p21 expressions were detected in the whole muscles (Suppl. Fig. 4G, H) and also the isolated MuSCs after MVC treatment (Suppl. Fig. 4I). In addition, pseudotime analysis on the MuSCs uncovered that the cells progressed into one late fate after the MVC treatment but a middle branch emerged; indeed a lower portion of senescent cells distributed in the late fate confirming the decreased senescence after the MVC treatment (Suppl. Fig. 4J). Additionally, cellular crosstalk analysis revealed a global decline of cellular interactions in the MVC-treated muscle (Suppl. Fig. 4K, L). A close examination of SASP-mediated cellular interaction strength showed a decreased interaction strength (Fig. 5Q); further examination of the receiver-sender cell interactions also revealed a global decrease of SASP-mediated interaction signals between two cell types except for B/T/NK cell interactions (Fig. 5R). For instance, MVC treatment led to reduced interactions mediated by Cxcl pathway among MuSCs, SMCs, neutrophils, and MPs (Suppl. Fig. 4M). Expectedly, Ccr5 interactions with its ligands, Ccl3, Ccl4 and Ccl5 were repressed by the MVC treatment (Fig. 5S, Suppl. Fig. 4N, O), which was also accompanied by their reduced expression levels in the whole muscle (Fig. 5T). To further examine the impact of MVC treatment on MuSCs, bulk RNA-seq was performed on freshly isolated MuSCs from the treated mice. We found that the 231 down-regulated genes (Fig. 5U, Suppl. Dataset 6) upon MVC treatment were enriched for SASPs-related terms such as “extracellular space”, “inflammation response” etc. (Fig. 5V and Suppl. Dataset 6), suggesting repressed SASP expression; this was also confirmed by the Gene Set Enrichment Analysis (GSEA) (Fig. 5W and Suppl. Dataset 6). Expectedly, *Ccl3, Ccl4, Ccl5* and *Ccr5* were among the down-regulated SASPs (Suppl. Dataset 6), which was further confirmed by RT-qPCR (Fig. 5X). Altogether, the above results demonstrate the potential use of MVC as a senomorphic for alleviating cellular senescence, improving muscle niche and rejuvenating aging muscle.

To further demonstrate the efficacy of MVC treatment, we next tested a low dose (2 mg/kg) long-term (6 months) (LDLT) regime (Suppl. Fig. 5A) and found the treatment also led to a pronounced restoring effect of muscle morphology, function and niche integrity in aged mice (Suppl. Fig. 5B–G); we also tested a low dose (2 mg/kg) and short term (3 months) (LDST) regime (Suppl. Fig. 5H), and the treatment did not appear to have evident restoring effect: no significant changes in muscle morphology and muscle niche were observed despite increased TA weight and muscle performance (Suppl. Fig. 5I–N). Moreover, when the HDST regime was applied on 2 month-old young mice, no significant treatment effects were detected (Suppl. Fig. 5O–T), indicating the specificity of MVC efficacy on aged mice.

### Defining TFs governing senescence state and SASP induction in human muscle

Next to gain a holistic understanding of the senescence state/SASP regulation and identify potential upstream TF regulators for senotherapeutic targeting, we analyzed the paired snATAC-seq data which permits identification of TF binding via mapping chromatin accessibility. As a result, key TF regulators of senescent cell state were defined with enriched motifs predicted in the ATAC measurements. 234 TFs were shared in at least two cell types, and 26 were commonly found in all four cell types, including NF-κB family (NF-κB1, REL and RELB), several AP-1 family TFs (ATF2, 3, 4, 6, 7 and BATF3), C/EBP family (C/EBPD, B, G, A) and CREB family (CREB3, 5 and CREB3L3, 4) (Fig. 6A). Both NF-κB1 and C/EBPB are known key players in the regulation of senescence and SASPs^7–11^. We thus took a close examination of the previously unappreciated ATF3 factor. Of note, the accessibility of ATF3 binding motifs was increasingly enriched in Sn vs. nSn cells (Fig. 6B) and also in aged vs. young cells (Fig. 6C) in all four cell types, demonstrating its potential role in regulating senescence and aging. By integrating the paired snRNA-seq and snATAC-seq data, Functional Inference of Gene Regulation (FigR) analysis^38^ was performed to identify target genes that were activated or repressed by ATF3 binding (Suppl. Dataset 7). As a result, transcriptional scores of the ATF3-activated genes were notably elevated in Sn cells (Fig. 6D), while the scores of the repressed genes were lower compared to the nSn group (Fig. 6E), supporting the notion that ATF3 plays a positive regulatory function in senescent cells. However, this difference was not pronounced in the comparison between the young and aged groups (Fig. 6D, E). Furthermore, GO functional analysis revealed that ATF3 target genes were enriched for senescence-related terms such as cell proliferation, cell migration, regulation of chemotaxis, regulation of cell adhesion, and ECM organization, etc. (Fig. 6F and Suppl. Dataset 7). While displaying similar enrichment terms, differential enrichment patterns were observed in the four cell types. For instance, ATF3 target genes identified in MuSCs were highly enriched for the regulation of the MAPK cascade; target genes in FAPs exhibited a low association with cell morphogenesis while the targets in SMCs showed limited relevance to extracellular matrix organization. To construct the ATF3 regulatory network, ATF3-regulated senescent DEGs (ATF3-SnTargets) were predicted and many were shared in multiple cell types (Fig. 6G and Suppl. Dataset 7). Interestingly, the shared target genes (such as genes *CXCL8*, *CXCL2*, and *CXCL1* shared in all four cell types) were predominantly upregulated in Sn vs. nSn cells (Fig. 6G), suggesting ATF3 mainly functions to promote gene expression in senescent cells. Altogether, the above findings define potential TF regulators of cellular senescence in aging muscle and highlight ATF3 as a previously unknown key regulator of senescence in multiple mononuclear cell populations in human muscle.

**Fig. 6:**
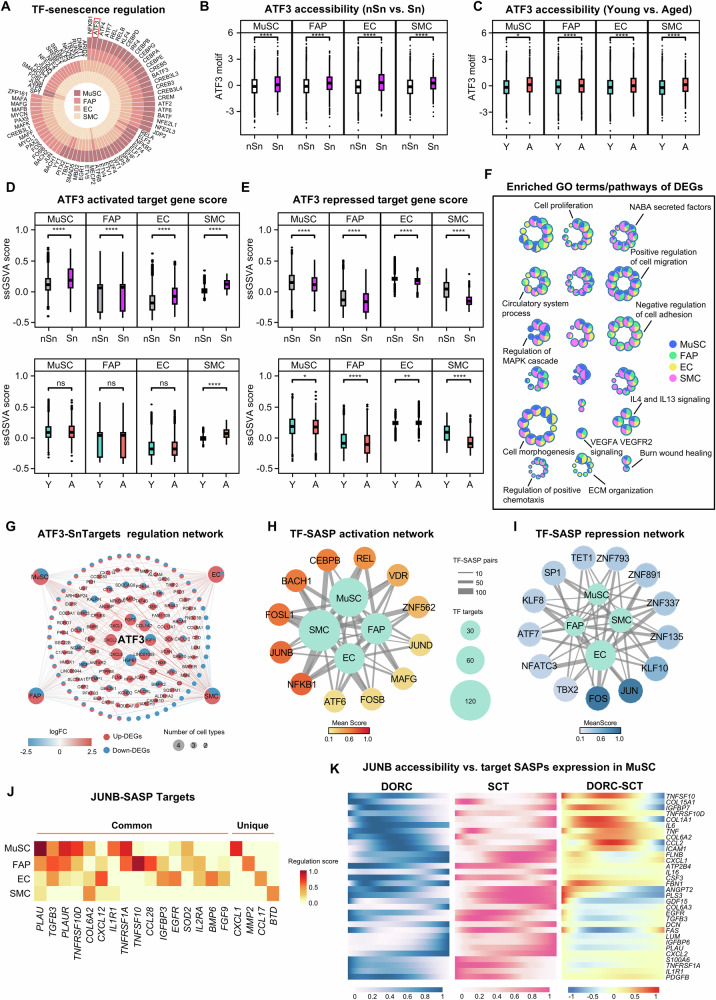
Defining TFs governing senescence state and SASP induction in human muscle. **A** Plots showing the predicted TFs governing senescence state shared by at least two cell types. **B**, **C** Box plots showing predicted ATF3 ATAC accessibility level in Sn vs. nSn cells (**B**) or aged vs. young groups (**C**). Exact *p*-value and other statistical details are provided in Source Data file. **D**, **E** Box plots showing the ss-GSVA gene set scores of target genes activated (**D**) or repressed (**E**) by ATF3. Full statistical details are provided in the Source Data file. **F** Network visualization of representative GO terms and pathways of ATF3-modulated DEGs in each cell type of aged vs. young muscle. The nodes represent GO terms or pathways, and the pie plots display the proportion of genes corresponding to a specific GO term or pathway in each cell type. **G** Network visualization of ATF3 targeted up- or down-regulated senescent genes in each cell type. Node size positively correlates with the number of cell types with its embedded pie chart indicating the number of up- and down-regulated DEGs. Each connecting line represents Sn-DEGs in the corresponding cell type with its color indicating log2fold change (FC) values. **H**, **I** Network visualization of core activators (**H**) or repressors (**I**) TFs in each cell type between old and young groups. Outer nodes display different cell types and the node color represents the regulation score of all TF-SASP associations averaged on each cell type. Inner nodes positively correlate with the number of all TF-SASP pairs for each cell type. Each connecting line represents the number of SASP factors regulated by certain TF for each cell type. **J** Heatmap showing JUNB-SASP regulation score for each cell type. **K** Heatmaps highlighting smoothed normalized JUNB DORC accessibility, SCT-normalized RNA expression, and DORC-RNA difference for JUNB target SASP genes in MuSCs (*n* = 32). Two-sided unpaired Student’s *t*-test was used to calculate the statistical significance (**B**–**E**): *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, *n.s*. = no significance. Source data are provided as a Source Data file.

Next, we further elucidated the core TFs governing SASP induction, similarly we constructed TF-SASP regulatory networks and defined potential activating (Fig. 6H) and suppressing (Fig. 6I) TFs (Suppl. Dataset 7). Again, NF-κB (NF-κB1, REL), and AP-1 family (JUNB, FOSL1, ATF6, FOSB, JUND) TFs were the predominant activators in all four cell types (Fig. 6H); AP-1 family, such as JUNB, and FOSL1 were among the most probable TF activators (Fig. 6H). Interestingly, two other AP-1 family TFs, FOS and JUN, were identified as potential suppressors (Fig. 6I). To further explore the previously unappreciated JUNB-SASP regulation, we assessed JUNB-SASP association using regulation scores and defined 119 common or cell type specific JUNB-activated SASP targets (Suppl. Dataset 7); Among the top 20 targets, *PLAU* was commonly shared in all four cell types while *CXCL1*, *MMP2*, *CCL17*, and *BTD* were unique in MuSCs, FAPs, ECs and SMCs (Fig. 6J). To substantiate the potential role of JUNB in activating SASPs, DORC (domains of regulatory chromatin) analysis was performed following previous method^39,40^ to correlate the accessibility of JUNB motif-containing peaks near each SASP target gene with its expression. The difference between the JUNB DORC chromatin accessibility and gene expression along the pseudotime axis was calculated; we found that for most of the JUNB-SASP targets, the chromatin accessibility gain preceded that of the expression change in MuSCs (Fig. 6K) as well as the other three cell types (Suppl. Fig. 6A–C). These observations were exemplified on the *FBN1* and *TNFRSF10D* genes during MuSC aging trajectory (Fig. S6D, E); for example, JUNB-related chromatin change of *FBN1* was identified as an early event, occurring within the first 47 pseudotime bins, preceding the RNA expression change. Altogether the above findings suggest JUNB could be a key upstream TF inducer of SASP production, warranting further investigation.

### JUNB activates SASP induction in senescent MuSCs via enhancer regulation

To further elucidate JUNB regulation of SASP induction and senescence in MuSCs, we quantified the TF-SASP association by regulation scores and confirmed that JUNB was among the most prominent candidate regulators for up-regulated SASPs (Fig. 7A). A closer examination revealed that the chromatin openness level of the snATAC-seq predicted JUNB binding sites was significantly increased in aged vs. young MuSCs (Fig. 7B), supporting the high probability for JUNB to be a key regulatory TF in aged MuSCs. Expectedly, *JUNB* expression itself was also significantly elevated in aged MuSCs according to the accompanied scRNA-seq data (Fig. 7C). We also examined its levels in the isolated human MuSCs; despite AP-1 TFs can be quickly activated by the isolation procedure^41–43^ in both young and aged MuSCs, a much higher level of JUNB was detected in aged MuSCs (133.35%, Fig. 7D). 54 SASPs were predicted to be bound by JUNB including the top-ranked *IL1R1, TGFB3, TNFRSF10D, TNFRSF1A, GDF15, PLAUR, CXCL1, PDGFB, CSF3, TIMP2* (Fig. 7A and Suppl. Dataset 7); which was also confirmed by RT-qPCR in aged human MuSCs (Fig. 7D). NF-κB family, on the other hand, regulated a very different set of SASPs (Fig. 7A). Interestingly, analysis of published scRNA-seq and scATAC-seq data from mice^44^ also predicted mouse JunB (mJunB) as an upstream TF regulator of SASP induction in aged mouse MuSCs (Suppl. Fig. 7A); consistently, m*JunB* upregulation was also detected in the MuSCs freshly isolated from aged vs. young mice (58.10%); moreover, the above predicted human SASP targets of human JUNB (hJUNB) were also highly expressed in aged mouse MuSCs (Fig. 7E). These results suggested a conserved role of JUNB in regulating SASP induction in both human and mouse MuSCs. We thus leveraged an inducible MuSC-specific JunB knockout mouse (*JunB-*iKO) that was generated by crossing the *JunB* flox mouse with a *Pax7CreER; R26Yfp* mouse (Suppl. Fig. 7B–D) to further elucidate the regulatory mechanism. MuSCs were isolated from the Ctrl and iKO mice; expectedly we found the expression levels of the above-defined mJunB SASP targets were all significantly down-regulated (Fig. 7F). Moreover, over-expression of mJunB in the MuSCs isolated from young mice induced the expression of some SASP targets including *Il1r1, Plaur, Cxcl1* and *Timp2* (Fig. 7G). Interestingly, the above loss or gain of mJunB did not appear to affect the levels of SA-β-GAL and several marker genes such as *p16, p19, p21 and p53* (Suppl. Fig. 7E–K), suggesting mJunB can induce SASP target activation but may not be sufficient to trigger full senescence program in mouse MuSCs.

**Fig. 7:**
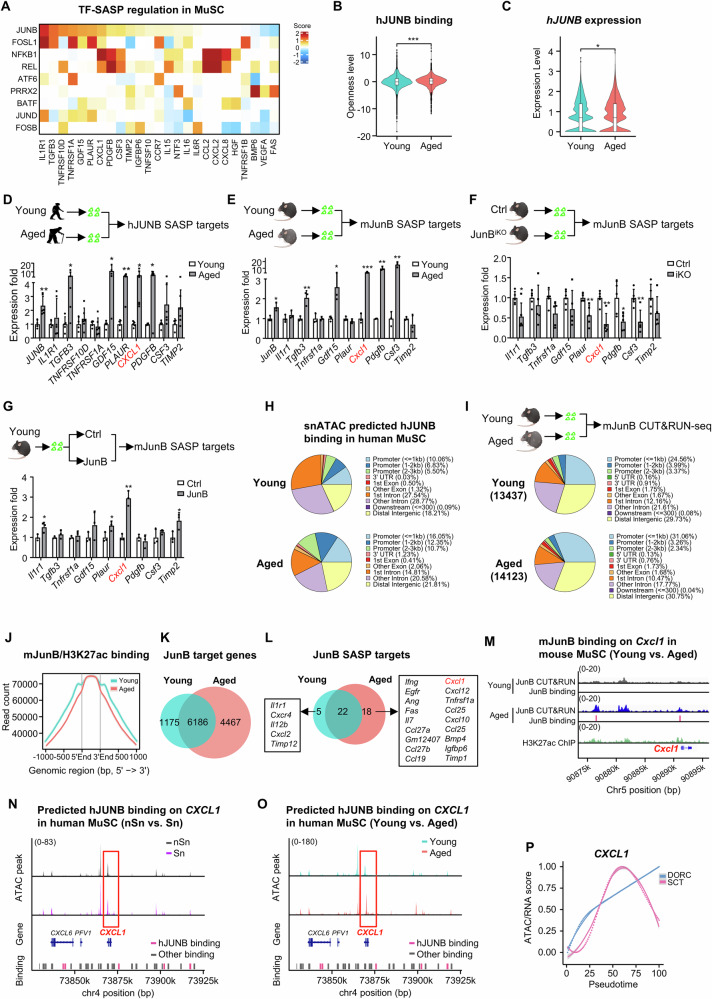
JUNB activates SASP induction in senescent MuSCs via enhancer regulation. **A** Heatmap showing snATAC-seq DORC regulation scores for top TF-SASP associations in human MuSCs. **B**, **C** Violin plot showing chromatin accessibility (**B**) and expression (**C**) of human (*h)JUNB* in young vs. aged MuSCs. *p* = 0.00032 (**B**), 0.038 (**C**). Wilcoxon tests, two-sided. **D** RT-qPCR detection of the *hJUNB* and SASP target expressions in young/aged MuSCs, *n* = 4. *p* = 0.0067 (*JUNB*), 0.044 (*TGFB3*), 0.033 (*GDF15*), 0.0018 (*PLAUR*), 0.039 (*CXCL1*), 0.011 (*PDGFB*). **E** RT-qPCR detection of the *mouse (m)JunB* and SASP target expressions in young (2 m)/aged(24 m) MuSCs, *n* = 3. *p* = 0.016 (*JunB*), 0.0087 (*Tgfb3*), 0.034 (*Gdf15*), 0.0048 (*Cxcl1*), 0.0044 (*Pdgfb*), 0.0029 (*Csf3*). **F** RT-qPCR detection of the *mJunB* and SASP targets expressions in Ctrl/JunB-iKO MuSCs, *n* = 5. *p* = 0.023 (*Il1r1*), 0.0072 (*Plaur*), 0.0017 (*Cxcl1*), 0.0020 (*Pdgfb*), 0.0055 (*Csf3*). **G** RT-qPCR detection of the *mJunB* and SASP target expressions in Ctrl/JunB-overexpressing MuSCs, *n* = 3. *p* = 0.037 (*Il1r1*), 0.041 (*Plaur*), 0.0012 (*Cxcl1*), 0.041 (*Timp2*). **H** Pie chart showing the distribution of snATAC-seq predicted hJUNB binding sites in young/aged human MuSCs. **I** Pie chart showing the distribution of mJunB binding in young/aged MuSCs, detected by CUT&RUN-seq. **J** Average H3K27ac signal profile ( ± 1 kb around mJunB sites). **K**, **L** Pie chart showing the overlapping of mJunB target genes (**K**) and SASP genes (**L**) (promoter and enhancer bound) in young/aged MuSCs. The young/aged unique SASP targets are listed. **M** Genomic snapshots on *Cxcl1* locus showing the binding peaks of mJunB and H3K27ac in young/aged MuSCs. **N**, **O** Genomic coverage plot on *CXCL1* locus showing the predicted hJUNB binding peaks in Sn vs. nSn (**N**) and young vs. aged (**O**) human MuSCs. **P** Chromatin openness level (DORC) versus normalized gene expression (SCT) dynamics of *CXCL1* gene along MuSC aging pseudotime. Dotted line represents LOESS fit to the values obtained from sliding window bin averaged from DORC accessibility or SCT expression levels (*n* = 100 cells per bin). All the bar graphs are presented as mean + SD, two-sided paired Student’s *t*-test was used to calculate the statistical significance (**B**–**G**): *p <0.05, **p <0.01, ***p <0.001, *n.s*. = no significance. Source data are provided as a Source Data file.

To further explore how hJUNB or mJunB activates SASP genes, we took a close examination of the snATAC-seq data and found a large percentage of the predicted hJUNB binding was mapped to intergenic and intron regions (56.31% in young and 35.59% in aged) in MuSCs (Fig. 7H), indicating hJUNB may regulate gene expression mainly through enhancer binding. 

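CUT&RUN-seq was used to locate mJunB on chromatin: an antibody held on permeabilised cells directs a nuclease that releases the DNA next to the bound protein, and the released fragments are sequenced. Each assay took 200000 MuSCs and 2 µg of JunB antibody. The JunB data came from 3 libraries of young mice and 1 library of aged mice, and 1 further library was made with an antibody against H3K27ac, a histone mark of active promoters and enhancers. The age of the mice behind the H3K27ac library is not given in the text. In Suppl. Dataset 8, the paper reports 89.2 M raw reads for the aged library, an alignment rate of 52.4%, a duplication rate of 81.2% and 6.28 M clean reads. For young replicates 1, 2 and 3 it reports 44.5, 40.6 and 21.2 M raw reads and 11.9, 9.70 and 2.77 M clean reads. The Reporting Summary gives another depth, 21518462 total and 13357709 uniquely mapping reads, without naming a library, and the values per library are the ones used. The authors aligned the reads to mm10 with Bowtie2, kept non-redundant reads and called peaks with MACS2 in each library on its own, so the lists that were analysed hold the position of each peak with its summit, its fold enrichment over the local background and its −log10 p and −log10 q. From these lists, the peaks of the 3 young libraries were merged wherever they overlapped or touched, and the aged peaks were treated in the same way. Regions were assigned to genes with the GENCODE M21 annotation of GRCm38, the assembly that mm10 names. Only regions on chromosomes 1 to 19, X, Y and the mitochondrial genome could be annotated, which were 10442 of the young regions and 14059 of the aged regions. Since there was 1 aged library, differences between ages have no replicate check on the aged side, no test was made between ages, and the spread of the 3 young libraries is given in its place.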

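The aged library held 14123 mJunB peaks. The young libraries held 9534, 4884 and 3863 peaks in replicates 1, 2 and 3, a mean of 6094 ± 3023 (SD, n = 3), so the aged count lay above every young library. Merging the 3 young libraries gave 10595 regions, of which 27.4% had a peak in all 3 libraries and 55.5% had a peak in 1 library. The rule for the young set moved this count most among the settings that kept all peaks of a library, since 4710 regions were left when a peak in at least 2 young libraries was required. The overlap between replicates was uneven. Of the peaks of replicate 2, 84.2% overlapped a peak of replicate 1 and 64.5% a peak of replicate 3, while 43.1% of the peaks of replicate 1 overlapped a peak of replicate 2. Of the aged peaks, 5563 (39.4%) overlapped a young region by at least 1 bp. When the 14056 aged peaks on chromosomes 1 to 19, X and Y were placed at random on their own chromosomes 100 times, a median of 46.5 overlapped a young region, with a range of 30 to 64. The lists had been called at different thresholds, and at a −log10 p of 5.33, which is the lowest value common to the 4 lists and was chosen after the data were seen, 10397 aged peaks remained against 7942, 4884 and 3858 in young replicates 1, 2 and 3.

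**Figure D1:**
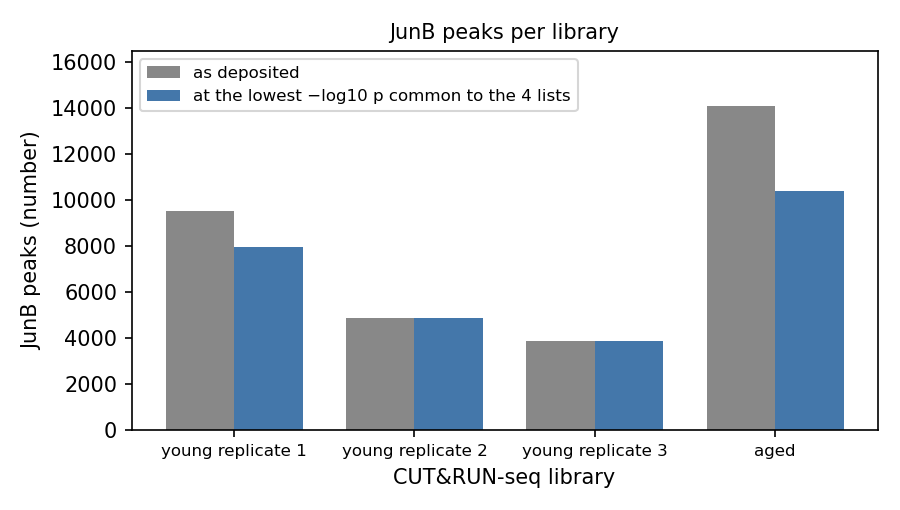
Number of mJunB peaks (vertical axis) in each of the 4 CUT&RUN-seq libraries (horizontal axis). Grey bars give the lists as the authors made them and blue bars the peaks at or above the lowest −log10 p common to the 4 lists; the aged library has the most peaks in both, 14123 and 10397.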

To further dissect the regulatory mechanism, CUT&RUN-seq was conducted to map mJunB binding in MuSCs from young and aged mice to define a total of 13,437 and 14,123 mJunB binding events (Suppl. Fig. 7L and Suppl. Dataset 8). Consistent with the above prediction in human MuSCs, a large percentage of mJunB binding peaks were mapped to intergenic and intron regions (63.50% in young and 58.99% in aged) in MuSCs (Fig. 7I), and >60% of the binding sites were >3 kb distal to the TSSs while a small portion of promoter binding (≤3 kb) was observed (36.66% in aged and 31.92% in young) (Suppl. Fig. 7M). 

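Each region was placed in the class that came earliest in the order promoter (within 3 kb of a TSS), 5′ UTR, 3′ UTR, exon, intron, downstream (within 300 bp) and intergenic. Introns and intergenic sequence together held 65.2% of the young regions, made up of 30.8% in introns and 34.3% in intergenic sequence, and 55.0% of the aged regions, made up of 26.5% and 28.6%. In the single young libraries the combined share was 66.2%, 58.1% and 59.4% in replicates 1, 2 and 3, a mean of 61.3% ± 4.38 (SD, n = 3), and the aged share lay below all 3. Promoters held 32.6% of the young regions and 42.7% of the aged regions, the latter with an exact 95% binomial interval of 41.9% to 43.5% that covers counting error only. The promoter share of the single young libraries was 31.6%, 39.4% and 38.0%, a mean of 36.3% ± 4.19 (SD, n = 3). The aged promoter share was therefore above each young library, and the difference of 10.1 percentage points from the merged young set was larger than the SD of the young libraries. Without young replicate 1 the difference was 3.31 percentage points, and with peaks in at least 2 young libraries it was 3.71, both smaller than that SD. With the 2000 strongest peaks of each library it was 14.1 percentage points. Restricting the annotation to protein-coding genes lowered the promoter share to 25.9% in young and 35.7% in aged MuSCs. Exons and UTRs held small shares, with 1.32% of the young and 1.33% of the aged regions in exons and 0.766% and 0.697% in 3′ UTRs.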

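The H3K27ac library of mouse MuSCs held 39865 peaks, and a mJunB region was counted as lying in active chromatin when it overlapped one of them by at least 1 bp. In aged MuSCs 6648 regions did so, which is 47.1% (exact 95% binomial interval 46.2% to 47.9%). In the merged young set 5029 regions did so, which is 47.5%. The count was therefore higher by 1619 in aged MuSCs while the share fell by 0.394 percentage points. The paper's young count is higher, 6042, so its own difference is smaller than the 1619 found here. The single young libraries had 4462, 3016 and 2366 overlapping peaks in replicates 1, 2 and 3. These were 46.8%, 61.8% and 61.2% of their peaks, a mean share of 56.6% ± 8.49 (SD, n = 3). The merged share rested on young replicate 1, since the difference was -13.8 percentage points without it and -9.53 from the mean of the single libraries, both beyond the SD. Random placement of the regions on chromosomes 1 to 19, X and Y gave far fewer overlaps in each of 100 draws, with a median of 275 and a highest value of 310 for the aged regions and a median of 203 and a highest value of 240 for the young regions. Restricted to regions farther than 3 kb from a TSS, 2832 aged and 2777 young regions overlapped H3K27ac, a difference of 55. With the 2000 strongest peaks of each library, the share was 70.8% in the aged library and 66.1% on average in the young libraries, and its difference changed sign.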

By intersecting with the H3K27ac CUT&RUN-seq data performed in mouse MuSCs, we found indeed most mJunB-binding sites were in active enhancer regions (Fig. 7J), and its enhancer binding evidently increased in aged vs. young MuSCs (6,648 vs. 6,042, Suppl. Fig. 7N). 

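A gene was counted as a mJunB target when a region lay within 3 kb of one of its TSSs, or when its TSS was the nearest to a region that lay farther away and overlapped an H3K27ac peak. Suppl. Dataset 8 describes the bound genes as bound at the promoter or at an enhancer near the TSS, and the paper's text does not name a distance or a rule for this link. By this count there were 6022 target genes in the merged young set and 9212 in aged MuSCs. Of these, 4764 were shared, 1258 were found in the young set alone and 4448 in the aged set alone. The split depended on the young set. Without young replicate 1, 507 genes were found in the young set alone and 5528 in the aged set alone. With peaks in at least 2 young libraries these counts were 351 and 5907. The single young libraries gave 5373, 3749 and 2963 target genes in replicates 1, 2 and 3, a mean of 4028 ± 1229 (SD, n = 3), and the aged count was above each of them. When only the 2000 strongest peaks of each library were used, the aged library had 1957 target genes and the young libraries had 1668, 1636 and 1624, so that the aged count stayed above each of them while the difference from their mean shrank to 314.3 genes.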

Based on promoter and enhancer binding, we identified a total of 7,361 mJunB target genes in young and 10,653 in aged MuSCs (Fig. 7K and Suppl. Dataset 8), which were enriched for GO functions related to “protein modification” and “catabolic process” (Suppl. Fig. 7O and Suppl. Dataset 8). To elucidate how mJunB activates SASP transcription, we defined a number of the SASP targets that were directly bound by mJunB (Suppl. Dataset 8), and the number indeed increased in aged (40) vs. young (27) MuSCs (Fig. 7L). 

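The SASP list used here was the set of 114 mouse genes of the SASP gene set sheet in Suppl. Dataset 6, and all 114 were found by name in the annotation. The list was taken as given, without a check that each gene encodes a secreted factor. By the promoter and enhancer rule, 35 of them were mJunB targets in aged MuSCs and 23 in the merged young set. Of these, 20 were in both, 15 in the aged set alone and 3 in the young set alone. Without young replicate 1, 18 were in the aged set alone and 1 in the young set alone. With peaks in at least 2 young libraries these counts were 19 and 0. With the RefSeq annotation, added after the data were seen, 40 SASP genes were targets in aged MuSCs and 26 in the merged young set. Single young libraries gave 22, 15 and 15 SASP genes in replicates 1, 2 and 3, a mean of 17.3 ± 4.04 (SD, n = 3), and 12 SASP genes were bound in all 4 mJunB libraries. Among 10000 random lists of 114 protein-coding genes matched on the distance between the neighbouring TSSs, the median list had 31 targets in aged and 19 in young MuSCs, and its middle 95% ran from 22 to 40 in aged and from 11 to 27 in young MuSCs. The difference of 12 genes between aged and young MuSCs equalled the median difference of these lists, and 46.0% of them had a smaller one. These lists describe the libraries and are not a test between ages. The direction of the difference depended on the number of peaks. With the 2000 strongest peaks of each library it was 6 SASP genes in the aged library against 9, 6 and 10 in young replicates 1, 2 and 3. The paper counts direct mJunB binding at SASP genes to address how mJunB activates their transcription, and states that the number rose with age.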

Expectedly, mJunB binding mostly resided in the enhancer regions of these SASP targets. 

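Of the 35 SASP genes bound in aged MuSCs, 25 had a mJunB peak within 3 kb of a TSS, 13 were linked to an H3K27ac-overlapping peak farther away, and 3 had both. Of the 23 SASP genes of the merged young set, 15 had a promoter peak, 11 an enhancer peak and 3 both. Counted over peaks, aged MuSCs had 27 promoter and 17 enhancer links to SASP genes, and the young set had 16 of each. The balance depended on how an enhancer was linked to a gene. When only protein-coding genes were used, 25 SASP genes had a promoter peak and 26 an enhancer peak in aged MuSCs, and when every gene with a TSS within 50 kb was linked, 25 and 31 did. Peaks assigned to genes on the SASP list were ranked by the −log10 p that the authors' peak caller gave. The strongest aged peak lay at the promoter of Tubgcp2 (chromosome 7, 140036330 to 140036713 of mm10, −log10 p 28.0). It was followed by a peak 20805 bp from the nearest TSS of Tnfrsf1b (chromosome 4, 145267675 to 145268022, −log10 p 21.5), which overlapped H3K27ac, and by a promoter peak of Il6ra (chromosome 3, 89912470 to 89912864, −log10 p 21.4). The next in order were Mmp2, Ccl11, Tnfsf10, Tnfrsf1a, Il12a, Ntf3 and Ccl2, between 15.1 and 11.0. Of the genes bound in all 4 libraries, the 10 with the strongest aged peak were Tubgcp2, Tnfrsf1b, Il6ra, Ccl11, Il12a, Ntf3, Ccl2, Il2, Timp2 and Cxcl2. Among the SASP targets that the paper names, Tgfb3 and Tnfrsf1a had a promoter peak in the aged library and in no young library. Plaur and Il1r1 had a promoter peak in young replicate 1 alone. Gdf15 had promoter peaks in young replicates 1 and 3 and in the aged library, but at different sites. The young peaks (chromosome 8, 70633968 to 70634538 and 70634005 to 70634484) overlapped H3K27ac. The aged peak (70629991 to 70630235, −log10 p 4.84) did not. Timp2 had enhancer peaks in all 4 libraries, and Pdgfb and Csf3 had no assigned peak in any library. Junb itself had a promoter peak in all 4 libraries.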

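Cxcl1 lies on the plus strand of chromosome 5 of mm10 from 90891241 to 90893115 (ENSMUSG00000029380.11). Within 20 kb of its TSS the aged library held 4 mJunB peaks. A peak from 90890838 to 90891311 spanned the TSS, with a −log10 p of 7.73 and a fold enrichment of 4.97, and overlapped an H3K27ac peak from 90890953 to 90891596. A second peak from 90876306 to 90876983, 14258 bp upstream of the TSS, had a −log10 p of 8.94 and a fold enrichment of 4.93 and overlapped an H3K27ac peak from 90875874 to 90876765. Neither had a counterpart in a young library. The other aged peaks overlapped no H3K27ac peak. They lay 9325 bp upstream (90881463 to 90881916, −log10 p 14.3) and 9359 bp downstream (90900600 to 90900903, −log10 p 8.04), the latter 2968 bp from the TSS of Cxcl2. Young replicates 1, 2 and 3 held 3, 2 and 1 peaks in the same window. A peak that started 9209, 9404 and 9376 bp downstream of the Cxcl1 TSS was found in all 3 of them, with −log10 p of 21.9, 11.7 and 17.9. Replicate 1 also had a peak 9707 bp upstream. Replicates 1 and 2 had a further peak 17632 and 17592 bp downstream (−log10 p 6.52 and 9.29). It overlapped no H3K27ac peak and had no counterpart in the aged library. In a lookup made after the data were seen, the 41 bp around the summit of the aged promoter peak read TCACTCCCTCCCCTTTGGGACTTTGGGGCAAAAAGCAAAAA. Those of the peak 14258 bp upstream read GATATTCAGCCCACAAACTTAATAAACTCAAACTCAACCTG. Neither of these peaks contained a copy of the AP-1 motif TGASTCA. The nearest copy lay 5323 bp from the summit of the promoter peak and 250 bp from that of the upstream peak. The young peaks 17632 and 17592 bp downstream each contained 1 copy, 47 and 28 bp from the summit. The aged peak 9359 bp downstream also contained 1 copy, 208 bp from its summit. The aged promoter and upstream peaks were both kept at a −log10 q of 2, and with the 2000 strongest peaks of each library only 1 aged peak was left in the window.

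**Figure D2:**
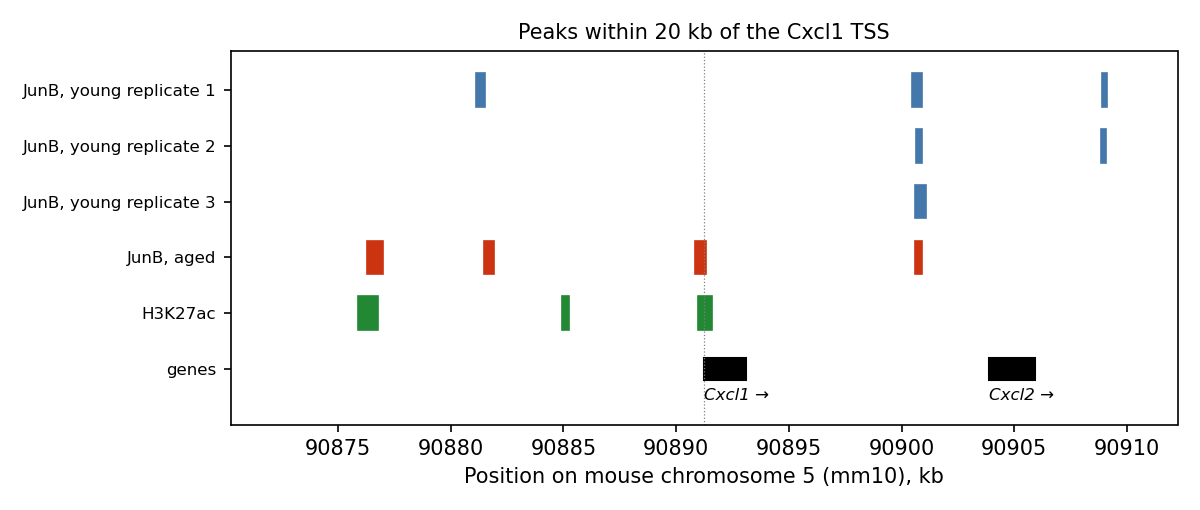
Peaks within 20 kb of the Cxcl1 TSS (dotted line) along chromosome 5 of mm10 in kb, with a row for each mJunB library of young (blue) and aged (red) MuSCs, a row for H3K27ac (green) and the genes Cxcl1 and Cxcl2 (black). Boxes span the peaks to scale. Of the mJunB rows, the aged one alone has boxes at the TSS and 14258 bp upstream of it. Young replicates 1 and 2 alone have boxes 17632 and 17592 bp downstream.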

Notably, *Cxcl1* was defined as a prominent target in both human and mouse (Fig. 7D, E) and mJunB bound to both the promoter and an enhancer region of *Cxcl1* in aged mouse MuSCs (Fig. 7M). In human MuSCs, the predicted hJUNB binding on *CXCL1* resided in a downstream region and showed a significantly elevated chromatin openness level in senescent (Fig. 7N) and aged human MuSCs (Fig. 7O). Furthermore, DORC analysis on *CXCL1* locus illustrated the chromatin accessibility gain preceded the transcriptional induction, indicating the activating role of hJUNB in *CXCL1* transcription (Fig. 7P). Altogether, the above results solidify the key role of hJUNB/mJunB in governing SASP induction in aged MuSCs.

## Discussion

In this study, we conducted multiomics mapping of cellular senescence atlas in aging human muscle. Using a USS scoring system, we mapped the cellular senescence in the mononucleated cells in aging muscle and uncovered commonality and heterogeneity of senescence state among different cells. Knowing SASPs are the main determinant of senescence state and function, we further defined SASP composition and revealed the heterogeneity and dynamics in SASP constitution and expression. Moreover, we dissected key TFs governing cellular senescence and SASP production and defined the key role of AP-1 family TF such as ATF3 and JUNB in senescence/SASP regulation. Our study solidifies the prevalence of senescence in multiple mononuclear cells and pinpoints the presence of MuSC senescence and its potential function in altering niche microenvironment. More importantly, the above mapping led to the identification of MVC as a potential senotherapeutic approach to delay sarcopenia progression and rejuvenate aging mice.

Despite the renewed interest in studying cellular senescence and its implication in organismal aging, there is still a scarcity of knowledge in our understanding of cellular senescence in aging skeletal muscle. Our study provides the first comprehensive mapping and characterization of cellular senescence in aging human muscle. First, this is the first multiomics mapping harnessing simultaneous single-nucleus RNA-seq/ATAC-seq to enable dissection of transcriptomic and epigenomic features of senescence in the same cells. By removing the terminally differentiated, post-mitotic myofibers from the analysis, it allowed us to focus on the mononucleated cells in the niche that are prone to senesce thus permitting an in-depth examination of senescence in MuSCs for the first time. Moreover, our study yields the first senescence blueprint on skeletal muscles from human. Although two recently emerged studies^18,36^ provide the first cell atlas in the aging human skeletal muscles, none focus on cellular senescence. Lastly, our mapping is largely facilitated by creating a USS scoring method that combines almost all the known senescent gene sets, which permits a useful tool for defining the wide spectrum of senescence. The heterogeneous nature of senescence across cells and tissues is a well-recognized feature that hurdles the overall advancement of the field^4^. A holistic understanding of the transcriptomic and epigenomic heterogeneity of senescent cells in aging human muscles will contribute to a better grasp of the biological functions of these cells, and also facilitate the identification of new markers and therapeutic strategies for alleviating sarcopenia and promoting healthy aging. Our mapping indeed uncovered wide variations of senescence at both inter- and intra-populational levels in aging muscle. Pseudotime analysis uncovered a temporal dynamic of senescence within each of the four examined cell types; senescent MuSCs clearly diverged into two different fates at the intra-populational level and senescence also showed marked different temporal patterns within FAPs, ECs and SMCs. The heterogeneity is also largely reflected by the SASP constitutions; unique compositions of SASP factors were defined in each cell population. Still, we were able to uncover shared features of senescence among the cells and common SASPs were found (Fig. 4); these SASPs constitute promising clinical biomarkers for assessing the burden of senescence in aging muscle tissue and also can serve as senomorphic targets for simultaneously blocking SASP action in multiple cells.

Functionally SASP factors are the major mediators of the non-cell-autonomous effects of senescent cells through their paracrine effect in dispersing senescence and altering the niche microenvironment^5,6^. Indeed, the cell-cell interaction analysis sheds light on the complex SASP-mediated cellular interactions. Of note, inflammatory SASP-mediated pathways were largely enhanced in aged muscle (Fig. 4L), supporting the key role of SASPs in inflammaging occurring in the aged skeletal muscle tissue. These defined interactions such as CXCL-mediated interactions occurring among multiple cell types thus represent potential targets for senomorphic design. Notably, the in-depth analysis of MuSC-centered cellular interactions reinforced our belief that MuSCs are not merely passive recipient of niche signals, they can actively modulate the niche through their secretory function^37^; here in aged human muscle, our finding defined many signaling pairs through which MuSCs communicate with other cell populations via secreting SASPs (Fig. 4N–P).

Lastly, the heterogeneous nature of SASPs/senescence can also arise from the inducers and regulators of SASPs which are relatively less characterized^5,6^. By harnessing the snATAC-seq dataset we gained the first comprehensive mapping of the upstream TF regulators of both senescence state and SASPs in aging human muscle. Along with NF-κB, the well-characterized master regulator of SASPs, AP-1 family appeared as a dominant transcriptional activator of senescence/SASPs in multiple cell populations. AP-1 family TFs are known to mediate early stress responses^45–47^ and we recently elucidated the important role of ATF3 in regulating MuSC regenerative activity^48^. The findings from the current study illuminated a key role of ATF3 in governing senescent state in aging muscle via its extensive regulatory targets/networks, which warrants further dissection in the future. In terms of SASP regulation, we identified JUNB, also an AP-1 factor, as a prominent activator of SASP transcription in multiple cells and conducted in-depth mechanistic dissection on how JUNB activates SASPs in MuSCs. Our findings demonstrate that JUNB activates SASP activation in both human and mouse MuSCs. The direct JUNB SASP targets were identified and CXCL1 appeared to be a prominent one shared in both human and mouse. Considering AP-1 TFs have been noticed as a possible regulator of senescence state in multiple cells/tissues^49–54^, we thus reason targeting JUNB or other AP-1 TFs could be a powerful senomorphic approach that is worth further investigation in the future.

Collectively, we believe senescence heterogeneity encompasses multiple layers, by harnessing snRNA-seq/snATAC-seq our findings highlight the transcriptomic and epigenomic variations at intra- and inter-populational levels in aging human muscle. In the future, further advancement in single-cell technology will permit multi-modal characterization of both common and heterogeneous features of SnCs in aging muscle such as secretome, proteome, metabolism, etc. In addition, it will also be necessary to include immune cells in future endeavors which were excluded from the current study due to the challenge in discerning between their non-senescent and senescent states using the inflammatory SASPs.

Ultimately, it is our goal to identify druggable targets for senotherapeutics to ameliorate sarcopenia and enhance healthy muscle aging. Our attempt to use MVC in aging mice yielded very positive results. Systemic delivery of MVC that blocked CCL3, 4, 5 action significantly enhanced muscle performance, delayed muscle aging and led to remarkable rejuvenating effects; the effect was pronounced under the HDST, LDLT treatment schemes and milder under LDLT. The treatment diminished senescence in multiple cells and reversed the deregulated aging muscle niche, altogether demonstrating the feasibility of pharmacological SASP inhibition as a potential senomorphic therapy for sarcopenia and potentially other conditions involving CCLs producing senescent cells. Currently, there is very limited research regarding senotherapeutics and their impact on skeletal muscle in the context of chronological aging^12^, our findings thus demonstrate the utility of MVC for ameliorating muscle aging. Recently, we also demonstrated the anti-inflammatory effect of MVC treatment on DMD muscle^37^, therefore it could represent a potential pharmacologic intervention that concurrently targets both cellular senescence and inflammation, the two intricately associated hallmarks of organismal aging^1^. In the near future, it will also be possible to conduct a focused screen for senolytic or senomorphic compounds that target the unique features of senescent cells in skeletal muscle based on the foundational knowledge provided in our current study.

## Methods

### Human muscle biopsy and ethical clearance

Hamstring muscle samples were collected during orthopaedic surgery and informed consents were obtained in written form from the patients in the Hong Kong cohort, with ages between 19 and 27 years old (young group undergoing anterior cruciate ligament reconstruction) and 60–77 years old (aged group undergoing knee replacement). Structurally intact and histologically healthy hamstring muscles were collected from anatomically equivalent regions across cohorts. The informed consent was obtained from the legally acceptable representative. Ethical approval was granted by the Joint Chinese University of Hong Kong-New Territories East Cluster Clinical Research Ethics Committee (2021.255-T). Exclusion criteria were myopathy, hemiplegia or hemiparesis, rheumatoid arthritis or other autoimmune connective tissue disorders, cancer, coronary heart disease, inability to consent, or major surgery in the previous 3 months. Full metadata information for the organ donors is provided in Supplementary Dataset 1.

### Mice

All animal handling procedures, protocols and experiments ethics approval were granted by the CUHK AEEC (Animal Experimentation Ethics Committee) under Ref No. 22-292-HMF. The mice were maintained in an animal room with 12 h light/12 h dark cycles, temperature (22–24 °C), and humidity (40–60%) at the animal facility in CUHK, fed with PicoLab® Select Mouse Diet 50 IF/9 F Diet and provided with plenty of fresh clean water at all times. For all animal-based experiments, at least three pairs of littermates or age-matched mice were used. All animals were euthanized by asphyxiation before experiments.

C57BL/6 aged mice were purchased from Gempharmatech (Nanjing, Jiangsu, China). JunB^f/f^ mouse strains were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). The JunB-inducible conditional KO (iKO, *Pax7*^*CreERT2/R26Yfp*^; *JunB*^f/f^) strain and Ctrl (*Pax7*^*CreERT2/R26Yfp*^; *JunB*^*+/+*^) mice were generated by crossing *Pax7*^*CreERT2/R26Yfp*^ mice with *Junb*^*f/f*^ mice. Primers used for genotyping are shown in Suppl. Dataset 9.

### Animal procedures

Inducible deletion of JunB was administrated by intraperitoneal (IP) injection of tamoxifen (TMX) (Sigma-Aldrich, T5648) at 100 mg/kg (body weight). Maraviroc (Sigma-Aldrich, PZ0002-25MG) treatment in aged C57BL/6 mice was administrated by IP injection at 2 mg/kg (low dosage) or 10 mg/kg (high dosage) every 2 days for 3 months (short term) or 6 months (long term). For grip strength test, limb muscle grip strength of mice was measured by a grip strength meter (Kewbasis, KW-ZL-1) 3 times, the average values were calculated. For treadmill test, mice were adapted to a treadmill (Panlab, Harvard Apparatus, 76-0895) with a 5° incline at an initial speed of 10 cm/s, followed by a stepwise increase of 5 cm/s every two min until their exhaustion.

### Fluorescence-activated MuSC sorting and culturing

Muscle stem cells, fibro-adipogenic progenitors and macrophages were sorted based on established method^41–43,55–57^. Briefly, hindlimb muscles from mice and hamstring muscles from humans were digested with collagenase II (LS004177, Worthington, 1000 units per 1 ml) for 90 min at 37 °C, the digested muscles were then washed in washing medium (Ham’s F-10 medium (N6635, Sigma) containing 10% horse serum, heat-inactivated (HIHS, 26050088, Gibco, 1% P/S) before cells were liberated by treating with Collagenase II (100 units per 1 ml) and Dispase (17105-041, Gibco, 1.1 unit per 1 ml) for 30 min. The suspensions were passed through a 20 G needle to release cells. Mononuclear cells were filtered with a 40 μm cell strainer and sorted by BD FACSAria IV with the selection of the GFP+ (MuSCs of Ctrl and Junb iKO mice); FITC-(CD45-, CD31-) APC-(SCA1-) PE+ (VCAM + ) (MuSCs of young and aged mice); FITC-(CD45-, CD31-, CD34-) APC + (CD29 + ) PE-CY7+ (CD56 + ) (MuSCs of human); FITC-(CD45-, CD31-, ITGA7-) APC + (SCA1 + ) (FAPs); FITC-(Cd45-) APC-(Ly6G-) eFluor450 + (CD11b + ) (MPs). Flowjo V10.8.1 was used for analysis of flow cytometry data. MuSCs were cultured in Ham’s F10 medium with 20% FBS, 5 ng/ml β-FGF (PHG0026, Thermo Fisher Scientific) and 1% P/S, on coverslips and culture wells which were coated with poly-D-lysine solution (p0899, Sigma) at 37 °C overnight and then coated with extracellular matrix (ECM) (E-1270, Sigma) at 4 °C for at least 6 h.

### Plasmids

pcDNA3.1-mouse-JunB plasmids were purchased from Youbio (http://www.youbio.cn/).

### RNA extraction and real-time PCR

Total RNAs were extracted using TRIzol reagent (Invitrogen) following the manufacturer’s protocol. For quantitative RT-PCR, cDNAs were reverse transcribed using HiScript III First-Strand cDNA Synthesis Kit (Vazyme, R312-01). Real-time PCR reactions were performed on a LightCycler 480 Instrument II (Roche Life Science) using Luna Universal qPCR Master Mix (NEB, M3003L). Sequences of all primers used can be found in Suppl. Dataset 9.

### Immunoblotting, immunofluorescence, and immunohistochemistry

For Western blot assays, according to our prior publication^58–60^, cultured cells were washed with ice-cold PBS and lysed in cell lysis buffer. Whole cell lysates were subjected to SDS–PAGE and protein expression was visualized using an enhanced chemiluminescence detection system (GE Healthcare, Little Chalfont, UK) as described before^55^. The following dilutions were used for each antibody: JUNB (Cell Signaling Technology, #3753; 1:1000), Histone 3 (Santa Cruz, sc-56616; 1:5000). For SA-β-GAL staining, the β-galactosidase Senescence Kit (Cell Signaling Technology, #9860) was used. Briefly, cells were fixed for 15 min followed by washing in PBS twice. Fixed cells were then incubated with β-galactosidase staining solution at 37 °C overnight in a dry incubator (no CO_2_). The cells were then observed and counted for the SA-β-GAL positive cells. For immunofluorescence staining, cultured cells were fixed in 4% PFA for 15 min and blocked with 3% BSA within 1 h. Primary antibodies were applied to samples with indicated dilution below and the samples were kept at 4 °C overnight. For immunofluorescence staining^57,61^, cultured cells or myofibers were fixed in 4% PFA for 15 min and permeabilized with 0.5% NP-40 for 10 min. Then cells were blocked in 3% BSA for 1 h followed by incubating with primary antibodies overnight at 4 °C and secondary antibodies for 1 h at RT. Finally, the cells were mounted with DAPI to stain the cell nucleus and images were captured by a Leica fluorescence microscope. Primary antibodies and dilutions were used as following: PAX7 (Developmental Studies Hybridoma Bank; 1:50), P16 (Abcam, ab211542, 1:200). For immunohistochemistry^48,57,61^, in brief, slides were fixed with 4% PFA for 15 min at room temperature and permeabilized in ice-cold methanol for 6 min at −20 °C. Heat-mediated antigen retrieval with 0.01 M citric acid (pH 6.0) was performed for 5 min in a microwave. After 4% BSA (4% IgG-free BSA in PBS; Jackson, 001-000-162) blocking, the sections were further blocked with unconjugated AffiniPure Fab Fragment (1:100 in PBS; Jackson, 115-007-003) for 30 min. The biotin-conjugated anti-mouse IgG (1:500 in 4% BBBSA, Jackson, 115-065-205) and Cy3-Streptavidin (1:1250 in 4% BBBSA, Jackson, 016-160-084) were used as secondary antibodies. Primary antibodies and dilutions were used as follows: Laminin (Sigma-Aldrich L9393-100UL, 1:800), P16 (Abcam, ab270058, 1:200), P21 (Santa Cruz Biotechnology, sc-6246, 1:200) PAX7 (Developmental Studies Hybridoma Bank; 1:50) for staining of muscle cryosections. Images were slightly modified with ImageJ in which background was reduced using background subtraction and brightness and contrast were adjusted. H&E (Hematoxylin and eosin), was performed as previously described^55,61,62^.

### Multiome snRNA-seq/ATAC-seq profiling in human muscle

snRNA-seq/ATAC-seq and scRNAseq were performed on 10x genomics platform. Briefly, mononucleated resident cells were isolated from human muscle as described in “Fluorescence-activated MuSC sorting and culturing” part with 7-AAD (Thermo Scientific, 00-6993-50) staining for viability selection. Red blood cells were eliminated by ACK buffers (150 M NH_4_Cl, 100 mM KHCO_3_, 10 mM EDTA-2Na) before sorting. After sorting, live cells were washed with 0.04% BSA in PBS twice and resuspended in the BSA solution. For snRNA-seq/ATAC-seq, nuclei were isolated from the suspended cells according to the manufacturer’s instruction CG000366 • Rev D. Isolated nuclei were counted under a microscope and Typan blue was used to examine the number and integrity. The isolated nuclei were then resuspended at an appropriate concentration (5000−10000 nuclei/μl); Library construction was performed following the manufacturer’s instructions for generation of Gel Bead-In Emulsions (GEMs) using the 10x Chromium system.

### Initial processing and quality control of snRNA-seq and snATAC-seq data

Raw sequencing reads of human skeletal muscle were aligned to the pre-built reference on GRCh38 and counted using Cell Ranger ARC (version 2.0.1) with the default parameters. High-quality nuclei were kept based on gene expression data (>1000, and <40,000 UMI, and mitochondrial percent <20) and chromatin accessibility data (>1000, and <100,000 ATAC read counts). Seurat (version 5.0.1) object of each sample was constructed from clean nuclei and merged using.

### Integration, clustering and identification of cell types

As the standard pipeline of Seurat and Signac (version 1.12.0) package recommended, we next performed pre-processing and dimensional reduction on both assays independently. First, the RNA count matrix of each sample was normalized using the SCTransform function with the mitochondrial percent variable regressed out. To match shared cell types across samples, features and anchors for downstream integration were selected with the *FindIntegrationAnchors* and *IntegrateData* functions, ensuring accurate comparative analysis. After data integration and scaling, principal component analysis (PCA) was conducted on a new integrated assay with the RunPCA function, and clustering and dimensionality reduction analysis was performed with the *FindNeighbors*, *FindClusters*, and *RunUMAP* functions. Cell types were identified and annotated according to the expression levels of the classic marker genes. The marker genes of each cell type were calculated using the *FindAllMarkers* function with the cutoff of LogFC >1 and adjusted *P*-values <0.05 using *t*-test.

Second, the ATAC counts of each sample were normalized by *RunTFIDF* function. LSI coordinates at the sample level were computed on the normalized ATAC matrix using *RunSVD*. To identify integration anchors, different samples were projected into a shared space by *FindIntegrationAnchors* function. and the low-dimensional cell embeddings (the LSI coordinates) across the datasets were integrated using the *IntegrateEmbeddings* function. UMAP clustering was created using the integrated embeddings by *RunUMAP* function.

A weighted nearest neighbor (WNN) graph was constructed by *FindMultiModalNeighbors* from a list of two-dimensional reductions: PCA from RNA assay and integrated LSI from ATAC assay. WNN graph was used for following UMAP visualization and clustering.

### Transcriptional noise analysis

Transcriptional noise/heterogeneity analysis was conducted following previous work^63,64^. To account for differences originating from UMI counts and cell-type composition in different age groups, all cells were down-sampled to a specified number of UMIs, cell numbers were then down-sampled so that equal numbers of young and aged cells were used. A list of representative invariant genes was selected as the prior method suggested to calculate the Euclidean distance from each cell to the corresponding cell-type mean vector within each age group^63^. Additionally, the Euclidean distances were averaged for each donor from two aged groups to further remove technical confounding. The Euclidean distance was used to measure the transcriptional noise at both single-cell and cell-type levels.

### Aging sensibility analysis

The prioritization of cell types in the response to human muscle aging was calculated and named as Augur Score using *calculate_auc* function from Augur package (version 1.0.3) by inputting the genes-by-cells scRNA-seq matrix and a data frame containing cell type and aged group columns.

### Senescent cell identification

To define senescent cells, we developed a unified senescence scoring (USS) algorithm based on five established senescence gene databases (SM: SenMayo^30^, CA: CellAge^29^, GA: GenAge^28^, and SE: Senescence Eigengene approach^65^). (Suppl. Dataset 2). All cells were first divided based on cell types. Within the same cell type, ss-GSVA score was calculated for each cell with GSVA package (version 1.42.0) using the four different gene sets. Note that we intentionally excluded known senescent markers (*P16*, *P15*, *P19*, *P21*, *P27*, and *PAI-1*) from all four gene lists, since these genes will serve as additional validation of senescence signatures in the detected cell subset. ss-GSVA score SM, CA, GA, and SE were each split into two halves by the median value and senescent cells were defined as those possessing ss-GSVA scores in the upper half level.

### Differential expression and Gene Ontology enrichment analysis

Differentially expressed genes (DEGs) were determined in senescent vs. non-senescent for each cell type. DEGs were analyzed by *FindMarkers* function in Seurat using Wilcoxon Rank Sum test, and were detected with the cutoff of LogFC >0.5 and adjusted *P*-value <0.05. Sn-DEG lists for each cell type are shown in Suppl. Dataset 3. Gene Ontology (GO) enrichment analysis for Sn-DEG sets was performed with the *enrichGO* function in the clusterProfiler (version 4.2.0) package. GO biological terms with Benjamini-Hochberg adjusted *P*-value (FDR)  <0.05 were considered significantly enriched.

### Cell fate trajectory analysis

To infer the aging pace for selected cell types, Monocle (version 2.14.0) package was used for cell trajectory and pseudotime analysis^66^. Briefly, for each cell cluster from two age groups, the Sn-DEGs in the cell type were used as ordering genes for DDRTree analysis by *reduceDimension* function and pseudotime ordering by *orderCells* function. To identify genes with expression patterns positively or negatively linked to pseudotime scale, Spearman correlations between the pseudotime value and gene expression levels were calculated among cells clustered along the pseudotime trajectory. Genes with high correlation with pseudotime scale were visualized with smooth expression curves by *plot_pseudotime_heatmap* function in Monocle package.

For MuSCs, the cells falling into late 1 and late 2 branches were extracted, and DEGs between the two late fates were detected (late branch-DEGs). Furthermore, late branch-specific DEGs significantly linked to pseudotime at late branch stage were identified and visualized in a similar manner.

To further examine the senescence characteristics along the pseudotime trajectory, cell cycle activity signature was defined as ss-GSVA score for cell cycle gene list from REACTOME knowledgebase^39^.

### Cell-cell communication analysis

Cell-cell interactions were inferred by CellChat (version 1.6.1) based on the expression of known ligand-receptor pairs in various cell types^67^. Cells from young and aged groups were applied to CellChat separately and merged into one CellChat object. Dysregulated signaling during aging is identified by i*dentifyOverExpressedGenes* and *identifyOverExpressedInteractions* functions. Age group-specific pathways and ligand-receptor pairs were also detected and visualized using functions wrapped in CellChat.

### DNA sequence motif enrichment and TF regulation analysis

ATAC peaks were called for each cell type using Signac and used in subsequent analyses retaining the cell type annotations^68^. To search and compute enriched motifs, the DNA sequence of each peak was scanned, and a motif object was created and added to the Seurat object. Per-cell accessibility scores for known motifs were calculated and stored as a new assay (chromvar) by RunChromVAR function wrapped in chromVAR package (version 1.16.0). The chromvar assay contained chromVAR motif accessibilities and facilitated the identification of regulators of senescent cell state. Putative TF regulators were defined as those with significantly higher accessibility scores in senescent compared to non-senescent cells by *wilcoxauc* function from presto package (version 1.0.0).

### Transcriptional regulatory network analysis

To infer putative peak-gene regulatory interactions from paired snATAC-seq and snRNA-seq data, the distal cis-regulatory elements significantly associated with genes were computed by FigR^38^. DORC (domains of regulatory chromatin) analysis was conducted to assess the accessibility of peaks within a fixed window (100 kb) centered around the transcription start site (TSS) of specific target genes and correlated with their expression levels. By combining the significance estimates of relative motif enrichment and RNA expression correlation for a given DORC, a signed regulation score (RS) was calculated, with the sign indicating whether the TF acts as an activator or repressor. TF-gene networks were then inferred to pinpoint candidate TF regulators. Specifically, JUNB DORC accessibility was calculated as the accessibility of JUNB motif-containing peaks in each SASP target gene, to show that JUNB accessibility can predict SASP gene expression along senescence trajectories. To visualize dynamics of DORC accessibility and gene expression of JUNB-target SASP genes along the pseudotime axis, we used the *genSmoothCurves* function to fit smooth spline curves for JUNB DORC accessibility and gene expression matrix dynamics along aging pseudotime on a gene-wise basis. Subsequently, these matrices were normalized to the 1-99 percentile values respectively, to the relative difference between DORC and RNA. Furthermore, we applied a loess smoothing function to the normalized DORC/RNA values in relation to the smoothed aging pseudotime, which was then overlaid and visually represented.

### scRNA-seq RNA-seq and data analysis

For single-cell RNAseq profiling in DMSO and MVC-treated mice, mononucleated cells were sorted as described in “Fluorescence-activated MuSC sorting and culturing” part with 7-AAD (Thermo Scientific, 00-6993-50) staining for viability selection. After sorting, cells were resuspended in the BSA solution at an appropriate concentration (800–1200 cells/μl). Suspended cells were counted under a microscope and Typan blue was used to examine the cell viability. Library construction was performed following the manufacturer’s instructions for generation of Gel Bead-In Emulsions (GEMs) using the 10x Chromium system.

To analyze the above generated scRNA-seq data, cells with low gene number (fewer than 500) and high ratio of mitochondrial genes (more than 10%) were first removed. SCTransform normalization, clustering, and cell-cell interaction analysis were conducted in a similar manner as the snRNA-seq data analysis described above.

### Bulk RNA-seq and data analysis

For conducting RNA-seq (polyA + mRNA) in MuSCs from DMSO and MVC-treated mice, following our prior protocol^43,48^ total RNAs were subjected to polyA selection (Ambion, 61006) followed by library preparation using NEBNext Ultra II RNA Library Preparation Kit (NEB, E7770S). Libraries were paired-end sequenced with read lengths of 150 bp on Illumina Nova-seq S4 instruments. The raw reads of RNA-seq were processed following the procedures described in our previous publication^56^. Briefly, the adapter and low-quality sequences were trimmed from 3’ to 5’ ends for each read, and the reads shorter than 36 bp were discarded. The clean reads were aligned to mouse (mm10) reference genome with STAR. Next, Cufflinks was used to quantify the gene expression. Genes with expression level change >1.5-fold and adjusted *p*-value <0.1 were identified as DEGs between two conditions. GO enrichment analysis was performed using R package clusterProfiler.

### CUT&RUN-seq and data analysis

CUT&RUN assay was conducted following our prior protocol^48^ using 200,000 MuSCs cells with the CUT&RUN assay kit (Cell Signaling Technology, 86652). In brief, FISCs were harvested and washed by cell wash buffer, then bound to concanavalin A-coated magnetic beads. Digitonin Wash Buffer was used for permeabilization. After that, cells were incubated with 2 μg of JUNB antibody (Cell Signaling Technology #3753) or H3K27ac (Cell Signaling Technology #8173) overnight at 4 °C with shaking. Then, cell bead slurry was washed with Digitonin Wash Buffer and incubated with Protein A-MNase for 1 hr at 4 °C with shaking. After washing with Digitonin Wash Buffer, CaCl2 was added into the cell-bead slurry to initiate Protein A-MNase digestion, which was then incubated at 4 °C for half an hour. Then 2x Stop Buffer was added to the reaction to stop the digestion. CUT&RUN fragments were released by incubation for 30 min at 37 °C followed by centrifugation. After centrifugation, the supernatant was recovered, and DNA purification was performed by using Phenol/Chloroform. For DNA library construction, a NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (NEB, E7645S) was used according to the manufacturer’s instructions. Bioanalyzer analysis and qPCR were used to measure the quality of DNA libraries including the DNA size and purity.

The obtained sequencing raw reads were first pre-processed by quality assessment, adapters trimming, and low-quality filtering, and then were aligned to the mouse reference genome (mm10) using Bowtie2, and only non-redundant reads were kept. JUNB binding sites (JUNB peaks) were identified with *p*-value cutoff as 0.001 by MACS2^69^ and genome browser visualization files were generated by Homer^70^. 

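The values in the peak lists show which threshold each list had passed. The lowest −log10 p was 3.01 in young replicate 1 and 3.01 in the aged library, 5.33 in young replicate 2 and 5.22 in young replicate 3. The lowest −log10 q was 0.405, 2.26 and 2.10 in young replicates 1, 2 and 3 and 0.672 in the aged library. At a −log10 q of at least 2, 8065, 4884 and 3863 peaks remained in the young libraries and 11906 in the aged library. The median fold enrichment at the summit was 5.20, 7.74 and 8.11 in young replicates 1, 2 and 3 and 4.93 in the aged library, and the median width was between 317 and 337 bp in the 4 libraries. Contigs outside chromosomes 1 to 19, X and Y held 147, 79 and 63 young peaks and 67 aged peaks. The unplaced contigs were named as in the UCSC version of mm10 in the aged list and as in GRCm38 with its patches in the young lists.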

To further investigate the JUNB binding sites, we used H3K27ac signal to indicate enhancer regions using our H3K27ac CUT&RUN-seq data in mouse MuSC from UCSD Human Reference Epigenome Mapping Project^71^.

### Statistics and reproducibility

Data represent the average of at least three independent experiments, humans or mice + s.d. unless indicated. The statistical significance of experimental data was calculated by the Student’s *t*-test (two-sided). *p <0.05, **p <0.01, ***p <0.001, ****p <0.0001 and *n.s*.: no significance (*p* ≥ 0.05). The statistical significance for the assays conducted with MuSCs from the same human or mouse with different treatments was calculated by the student’s *t*-test (paired). *p <0.05, **p <0.01, ***p <0.001, n.s. no significance (*p* ≥ 0.05). Specifically, a single zero-truncated negative binomial distribution was fit to the input data and each region was assigned a *P*-value based on the fitted distribution. Representative images of at least three independent experiments are shown in Figs. 2L–O; 5E; and Supplementary Figs. 4H; 5C, J, Q; 7F, J.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Datasets 1-9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The human skeletal muscle single-nucleus multiome within this study have been deposited in the Gene Expression Omnibus database under the accessions GSE268953. The mouse single-cell RNA-seq, bulk RNA-seq, and CUT&RUN datasets have been deposited under the accessions GSE268407, GSE268952, and GSE268433, respectively. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: Multiomics and cellular senescence profiling of aging human skeletal muscle uncovers Maraviroc as a senotherapeutic approach for sarcopenia
**Source:** Nat Commun. 2025 Jul 5;16:6207. doi: 10.1038/s41467-025-61403-y
**Supplement:** Supplementary file 1 — Supplementary Information

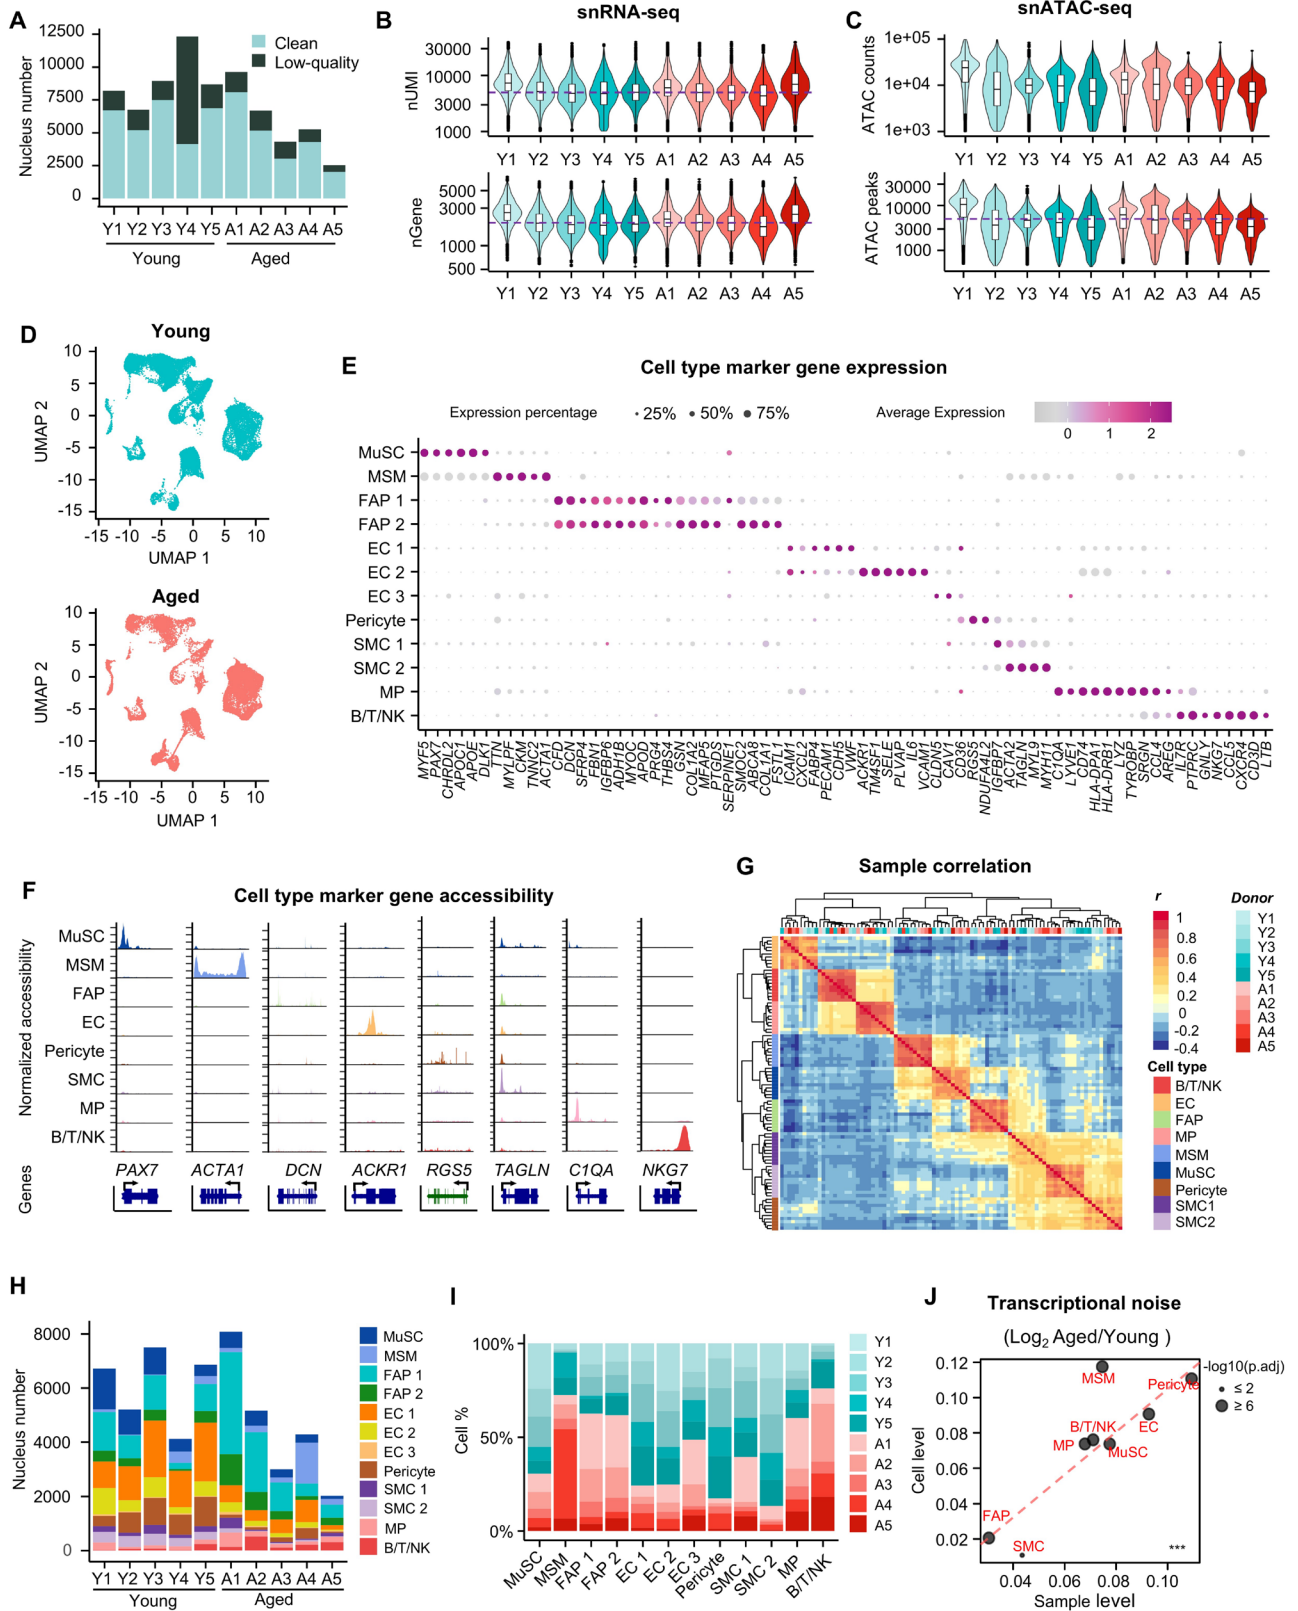

**Suppl. Fig. 1. Multiomics mapping of senescence atlas in aging human muscle.** **A** Bar plot showing nucleus number from each human young (Y) or aged(A) donor skeletal muscle sample. **B** Box plot showing the unique molecular identifiers (UMIs) (top) and the number of genes (bottom) detected in each nucleus by analyzing snRNA-seq data. The dashed lines indicate 5000 UMIs and 2000 genes, respectively. **C** Box plot showing the number of ATAC counts and the number of peaks detected in each nucleus by analyzing the snATAC-seq data. The dashed line indicates the level of 5000 ATAC peaks. **D** UMAP visualization of young and aged groups showing no obvious batch effect. **E** Dot plot showing the snRNA-seq derived normalized expression levels of representative marker genes for each cell (sub)type. **F** snATAC-seq derived chromatin accessibility of representative marker genes (indicated below) for each cell type. **G** Heatmap showing the Pearson correlation of pseudo-bulked cell type-specific expression profiles among samples. **H** Bar plot showing the number of nuclei of each cell (sub)type captured in each of the young or aged samples. **I** Stacked bar plot showing the percentage of each sample in each of the 12 cell (sub)types. Colors used for indicating cell type are consistent with main figures. **J** Scatter plot showing the  $\log_2$  ratio of transcriptional noise between aged and young samples as calculated using sample averages ( $n = 10$ ) and single cells on the X and Y axes, respectively. The dot size correlates with the negative  $\log_{10}$  adjusted p-value of the cell type-level differential transcriptional noise analyzed using Wilcoxon test and the red dashed line corresponds to the robust F-test for comparing two linear models. Source data are provided as a Source Data file.

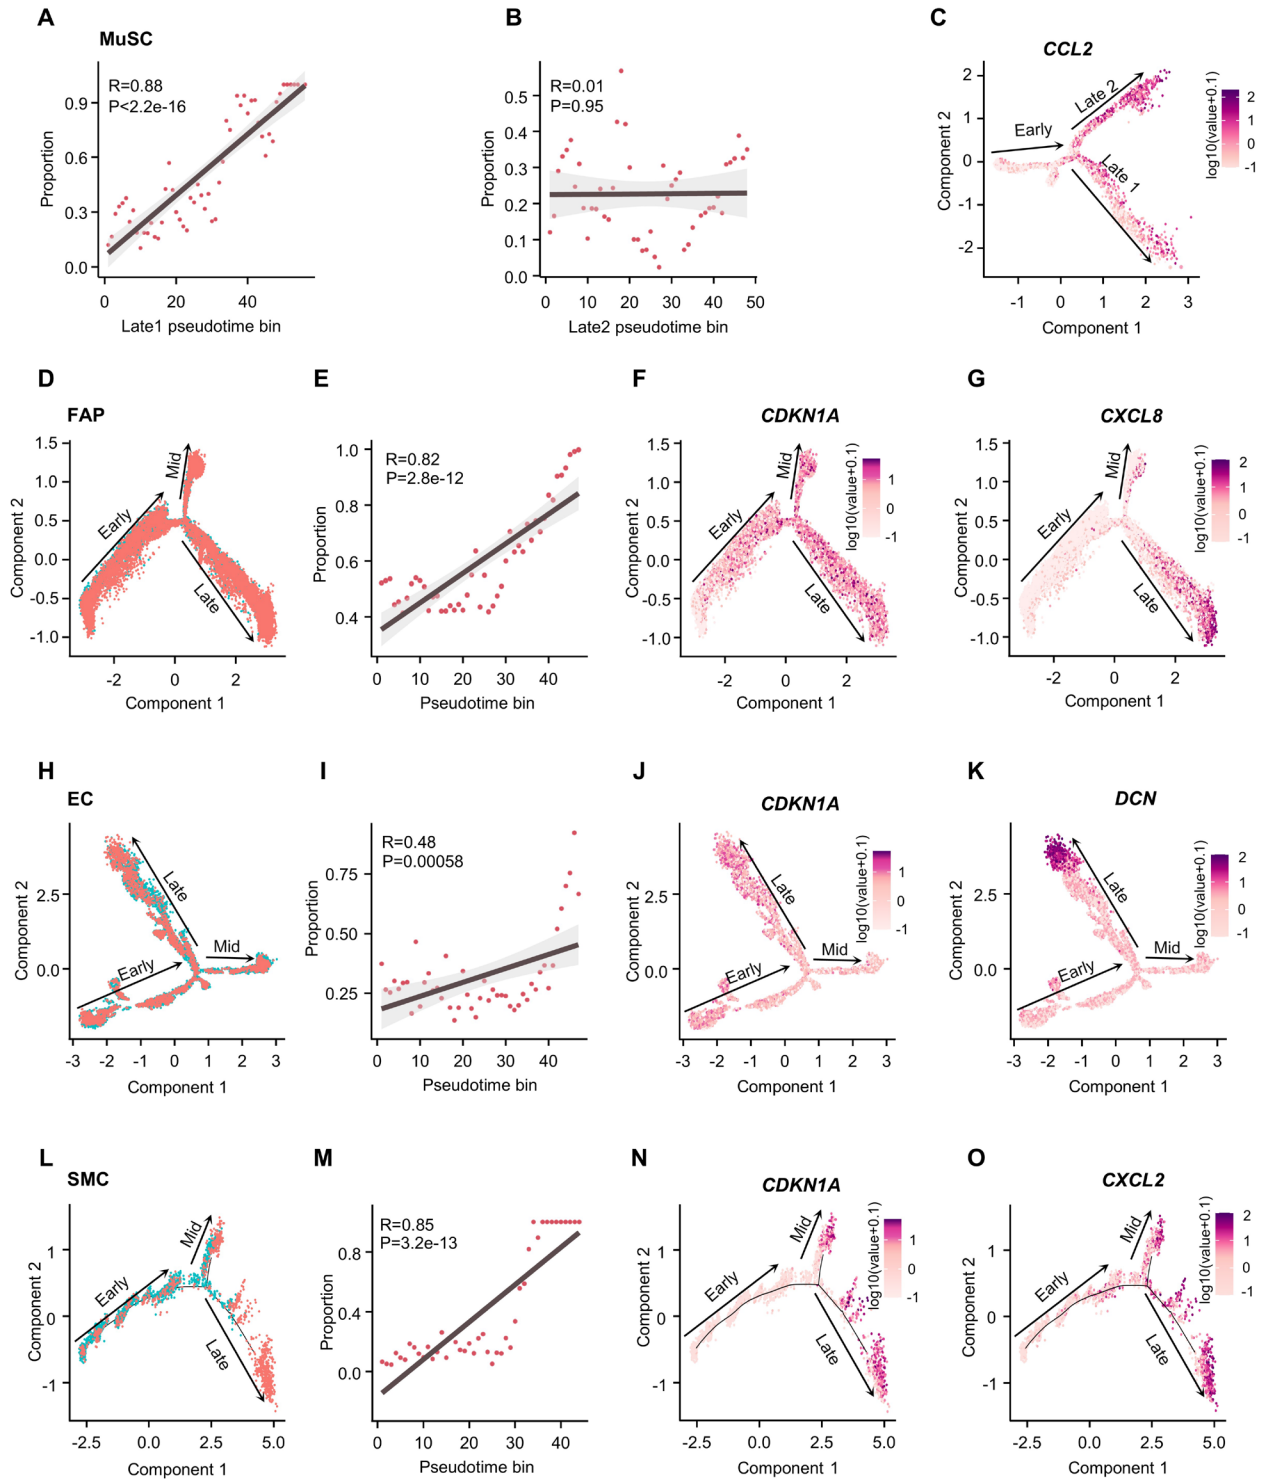

**Suppl. Fig. 2. Heterogeneity and dynamics of cellular senescence in aging human muscle.** **A** Scatter plot showing the proportion of aged MuSCs along the Early-Late1 pseudotime in 52 time bins (sized 0.1 per time bin). Pearson correlation of the proportion of aged nuclei and pseudotime:  $R = 0.87$  and  $P < 2.2 \times 10^{-16}$  (two-sided), with 95% CI (gray) shown. **B** Scatter plot showing the proportion of aged MuSCs along the Early-Late2 pseudotime in 47 time bins (sized 0.1 per time bin). Pearson correlation:  $R = 0.01$  and  $P = 0.95$  (two-sided), with 95% CI (gray) shown. **C** Expression level of *CCL2* gene projected into discriminative dimensionality reduction (DDR) tree visualization of MuSCs. **D** DDR tree visualization of FAP trajectory with mapping of age group information. **E** Scatter plot showing the proportion of aged FAPs along the Early-Late pseudotime bins (47 time bins, sized 0.15 per time bin). Pearson correlation:  $R = 0.82$  and  $P = 2.8 \times 10^{-12}$  (two-sided), with 95% CI (gray) shown. **F-G** Expression levels of *CDKN1A* and *CXCL8* genes projected into DDR tree visualization of FAPs. **H** DDR tree visualization of EC trajectory with mapping of age group information. **I** Scatter plot showing the proportion of aged ECs along the Early-Late pseudotime bins (47 time bins, sized 0.20 per time bin). Pearson correlation:  $R = 0.48$  and  $P = 5.8 \times 10^{-4}$  (two-sided), with 95% CI (gray) shown. **J-K** Expression levels of *CDKN1A* and *DCN* gene projected into DDR tree visualization of ECs. **L** DDR tree visualization of SMC trajectory with mapping of age group information. **M** Scatter plot showing the proportion of aged SMCs along the Early-Late pseudotime bins (44 time bins, sized 0.20 per time bin). Pearson correlation:  $R = 0.85$  and  $P = 3.2 \times 10^{-13}$  (two-sided), with 95% CI (gray) shown. **N-O** Expression levels of *CDKN1A* and *CXCL2* genes projected into DDR tree visualization of SMCs. Source data are provided as a Source Data file.

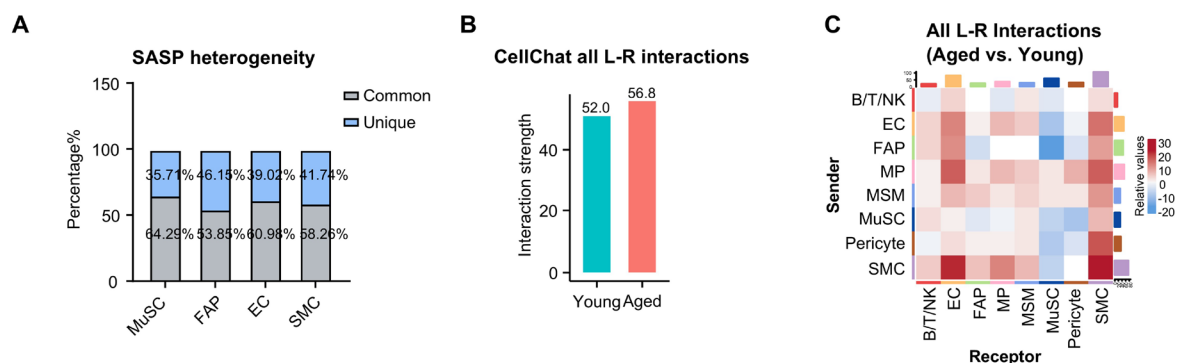

**Suppl. Fig. 3. SASP profiling and function in senescent cells.** **A** Bar plot showing the ratios of common and cell type specific SASPs in MuSCs, FAPs, ECs and SMCs. **B** Bar plot comparing the interaction strength of all Ligand (L)-Receptor (R) mediated intercellular communications in aged vs. young group. **C** Heatmap showing differential number of all L-R mediated interactions between two cell types. Red/Blue represents increased/decreased signaling in the aged vs. young. The colored bar plot on the top or right represents the incoming/outgoing signaling setting each cell type as receptor/sender (sum of column/row of displayed values). Source data are provided as a Source Data file.

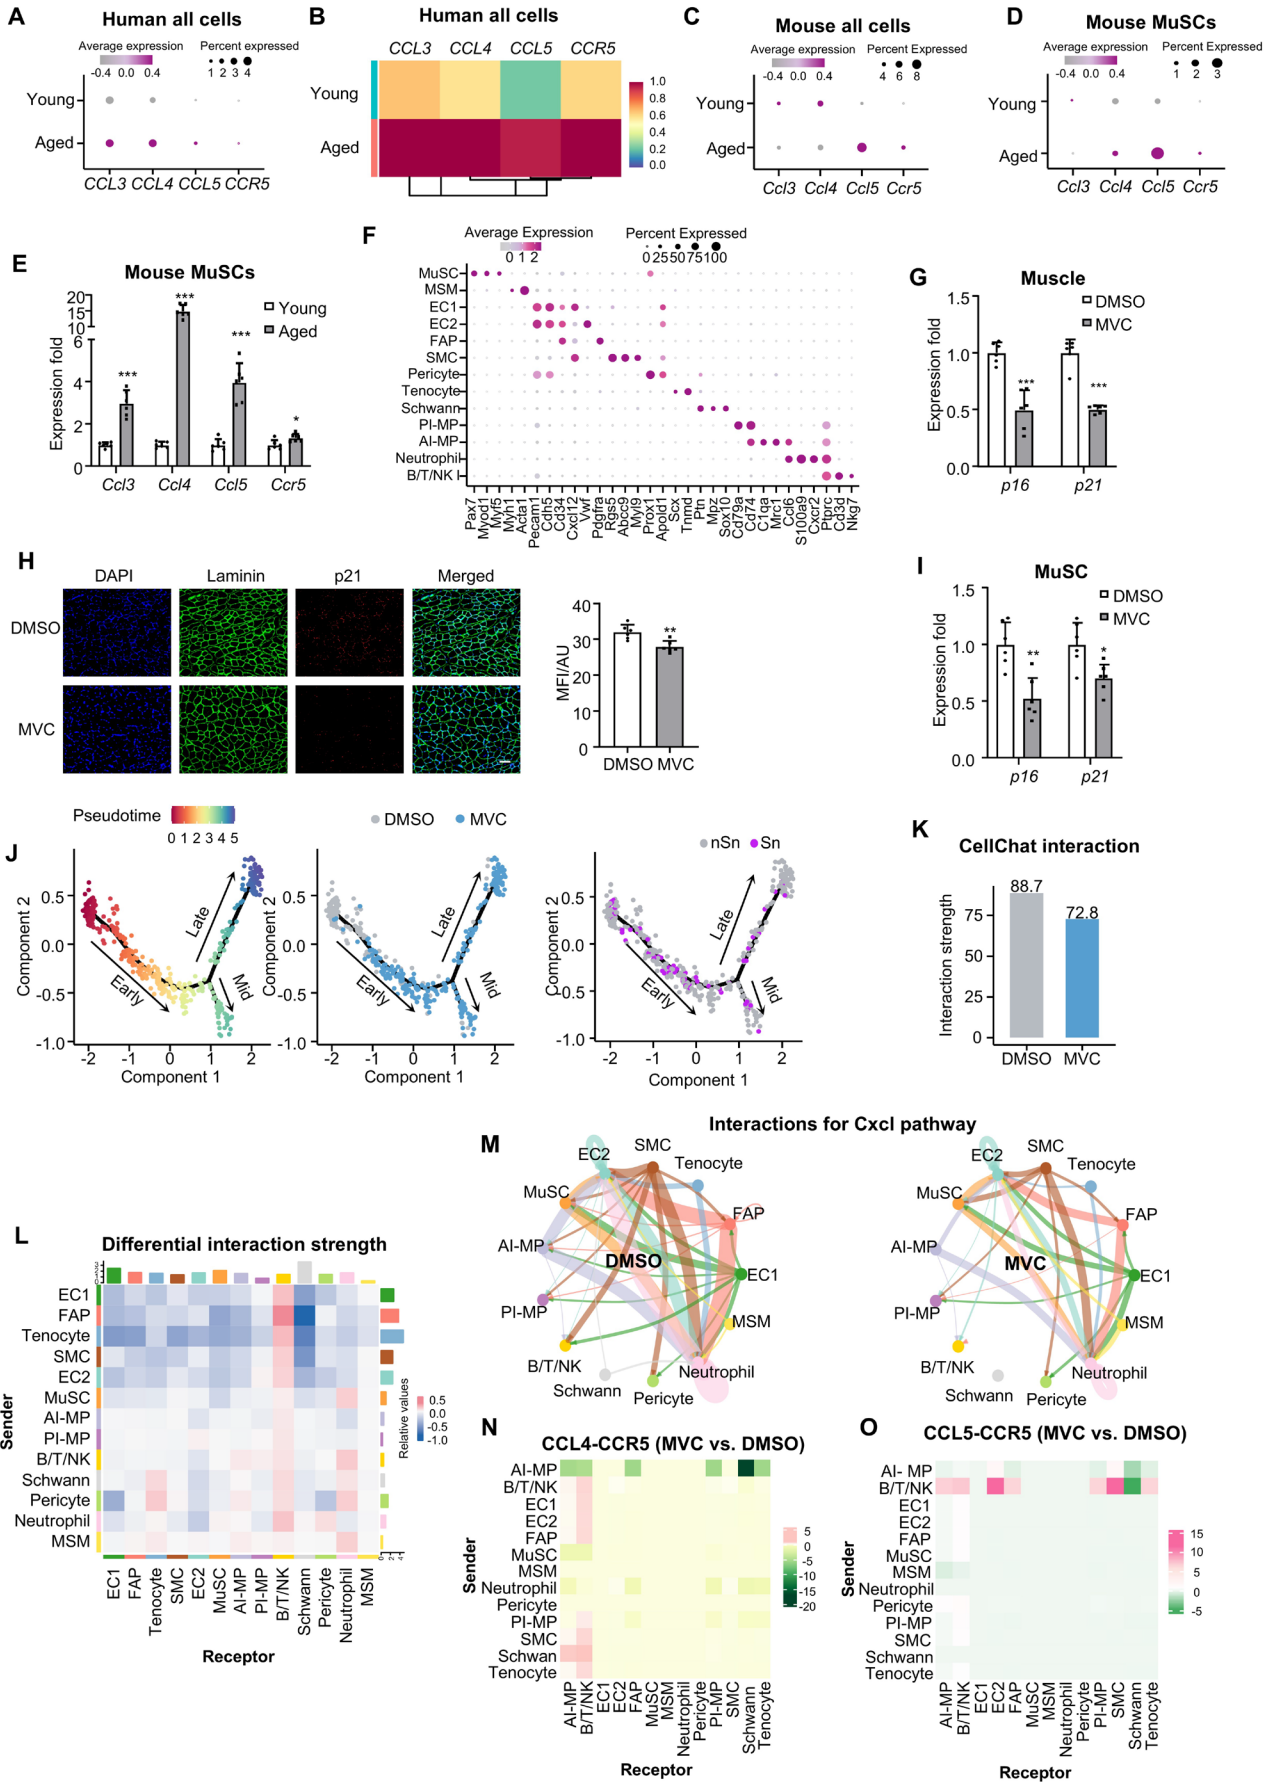

**Suppl. Fig. 4. Maraviroc is a potential senotherapeutic for sarcopenia.** **A** Dot plot showing snRNA-seq derived expression of *CCR5* axis genes in all human muscle mononuclear cells. **B** Heatmap showing the pseudo-bulked expression of *CCR5* axis genes in all mononuclear cells of young or aged muscle. **C-D** Dot plot showing snRNA-seq derived expression of *Ccr5* axis genes in published murine muscle mononuclear cells (C) and MuSCs (D). **E** RT-qPCR detection of *Ccr5* axis in young/aged MuSCs, n=6.  $p=0.0024$  (*Ccl3*), 0.00048 (*Ccl4*), 0.0084 (*Ccl5*), 0.0047 (*Ccr5*). **F** Dot plot showing the expression signatures of representative marker genes for each cell type. **G** RT-qPCR detection of *p16* and *p21* expression in DMSO/MVC treated muscles, n=6.  $p=0.000088$  (*p16*), 0.0000017 (*p21*). **H** IF staining of P21 and Laminin were performed on the above treated muscle sections. The Main Fluorescence Intensity (MFI) of P21 is shown on the right. Scale bar: 50  $\mu$ m, n=6.  $p=0.0034$ . **I** RT-qPCR detection of *p16* and *p21* expression in the above treated muscles and MuSCs, n=6.  $p=0.0016$  (*p16*), 0.011 (*p21*). **J** DDR tree visualization of MuSC trajectory with mapping of pseudotime (left), treatment group (mid) and senescence annotation (right). **K** Bar plot showing the interaction strength of intercellular communications calculated by CellChat in DMSO or MVC group. **L** Heatmap showing differential number of SASP-mediated interactions between two cell types. Red/Blue represents increased/decreased signaling in the MVC vs. DMSO. The colored bar plot on the top or right represents the incoming/outgoing signaling setting each cell type as receptor/sender (sum of column/row of displayed values). **M** Circle plot showing the signal strength change by aggregating all L-R pairs within Cxcl pathway. The edge colors correspond to the sender cell types, and the edge weights are proportional to the interaction strength. **N-O** Heatmap showing the interaction frequency of *Ccl4*-*Ccr5* and *Ccl5*-*Ccr5* across different cell types in MVC vs. DMSO. All the bar graphs are presented as mean + SD, unpaired two-sided Student's *t*-test was used to calculate the statistical significance (E, G-I): \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , *n.s.* = no significance. Source data are provided as a Source Data file.

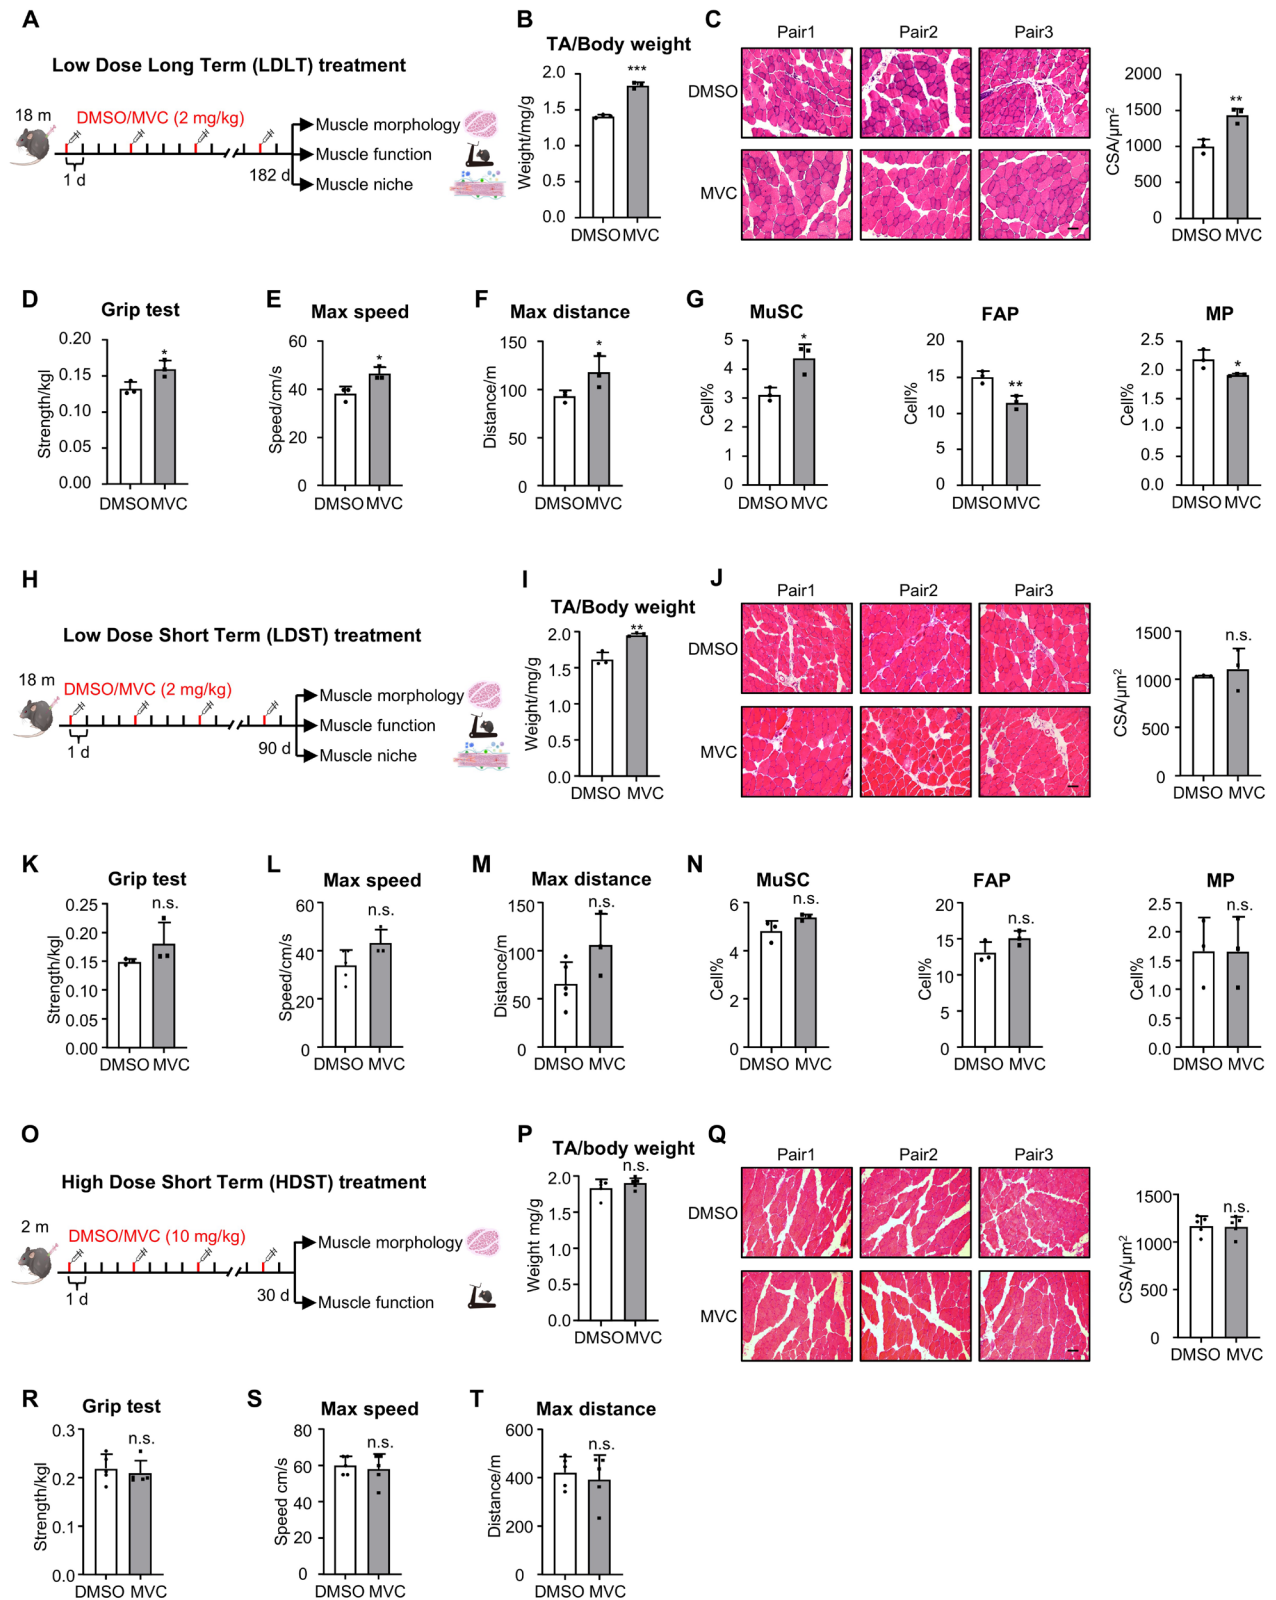

**Suppl. Fig. 5. Additional treatment regime of Maraviroc for sarcopenia.** **A** Schematic of low dose long term treatment/assessment regime of MVC effect in aging muscle. Created in BioRender. Li, Y. (2025) <https://BioRender.com/xsxka6w> **B** The ratio of TA/body weight of the treated mice,  $n=3$ .  $p=0.000078$ . **C** H&E staining and quantification of cross-sectional areas (CSAs) of tibialis anterior (TA) muscles collected from the above-treated mice. Scale bar: 50  $\mu\text{m}$ ,  $n=3$ .  $p=0.0063$ . **D** The treated mice were subject to a grip strength meter for strength measurement,  $n=3$ .  $p=0.0032$ . **E-F** The treated mice were subject to treadmill exercise and the maximal running speed and distance were recorded,  $n=3$ .  $p=0.076$  (E), 0.024 (F). **G** Flow cytometry detection of the percentages of MuSC, MP and FAP populations in the treated mice,  $n=3$ .  $p=0.047$  (MP), 0.0086 (FAP), 0.017 (MuSC). **H** Schematic of low dose short term treatment/assessment regime of MVC effect in aging muscle. Created in BioRender. Li, Y. (2025) <https://BioRender.com/xsxka6w> **I** The ratio of TA/body weight of the treated mice,  $n=3$ .  $p=0.0044$ . **J** H&E staining and quantification of CSAs of TA muscles collected from the above-treated mice. Scale bar: 50  $\mu\text{m}$ ,  $n=3$ . **K** The treated mice were subject to a grip strength meter for strength measurement,  $n=3$ . **L-M** The treated mice were subject to treadmill exercise; the maximal running speed and distance were recorded,  $n=3$ . **N** Flow cytometry detection of the percentages of MuSC, MP, and FAP populations in the treated mice,  $n=3$ . **O** Schematic of high dose short term (one-month) treatment/assessment regime of MVC effect in 2-month-old young muscle. Created in BioRender. Li, Y. (2025) <https://BioRender.com/xsxka6w> **P** The ratio of TA/body weight of the treated mice,  $n=5$ . **Q** H&E staining and quantification of CSAs of TA muscles collected from the above-treated mice. Scale bar: 50  $\mu\text{m}$ ,  $n=5$ . **R** The treated mice were subject to a grip strength meter for strength measurement,  $n=5$ . **S-T** The treated mice were subject to treadmill exercise and the maximal running speed and distance were recorded,  $n=5$ . All the bar graphs are presented as mean + SD, unpaired two-sided Student's  $t$ -test was used to calculate the statistical significance (B-G, I-N, P-T):  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $n.s.$  = no significance. Source data are provided as a Source Data file.

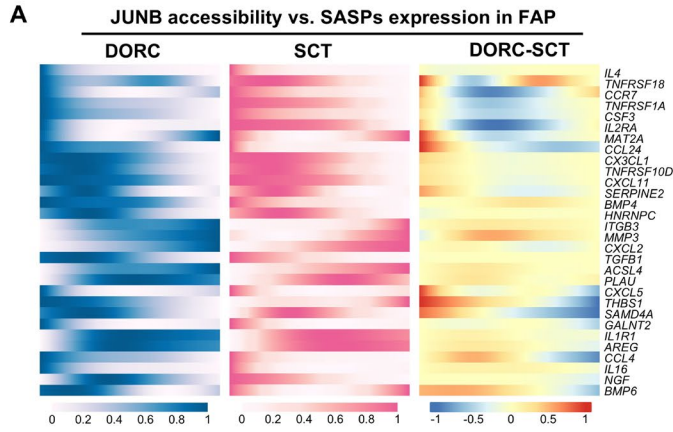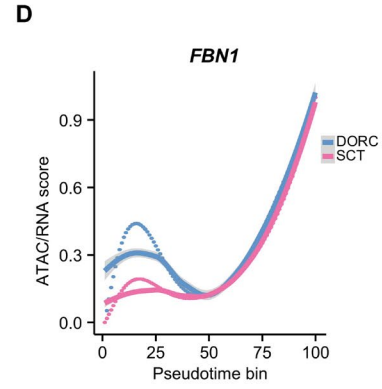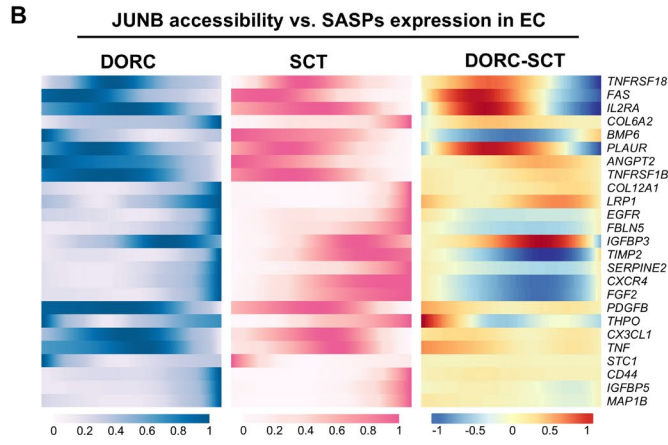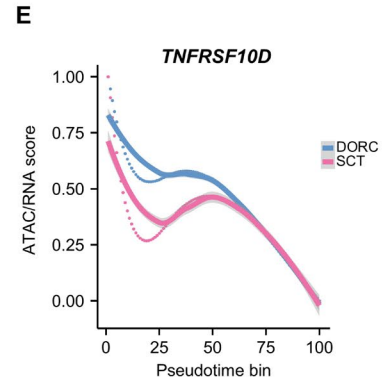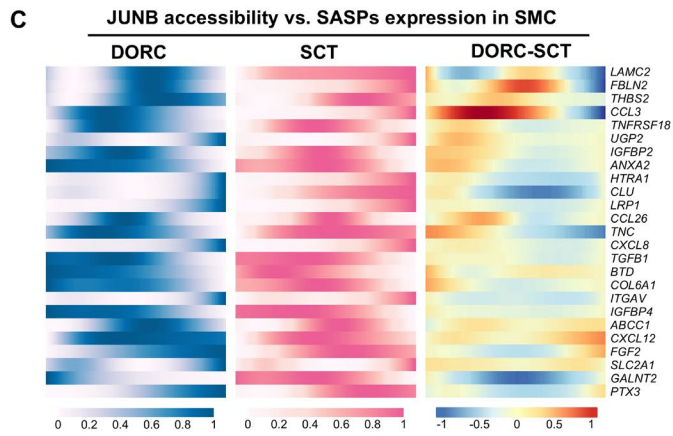

**Suppl. Fig. 6. Defining TFs governing senescence state and SASP induction in human muscle. A-C** Heatmaps highlighting smoothed normalized JUNB DORC accessibility, SCT-normalized RNA expression, and the level of difference (DORC-RNA) for JUNB-target SASP genes identified to be significantly associated with FAP (A), EC (B), and SMC (C) aging pseudotime. **D-E** JUNB Chromatin (DORC) versus normalized gene expression (RNA) dynamics of SASP genes *FBNI* (D) and *TNFRSF10D* (E) with respect to MuSC aging pseudotime. The dotted line represents a LOESS fit to the JUNB DORC accessibility/gene expression dynamics along pseudotime in a gene-wise manner, derived from smooth spline curves fitted to the values obtained from 100 pseudotime bins. Source data are provided as a Source Data file.

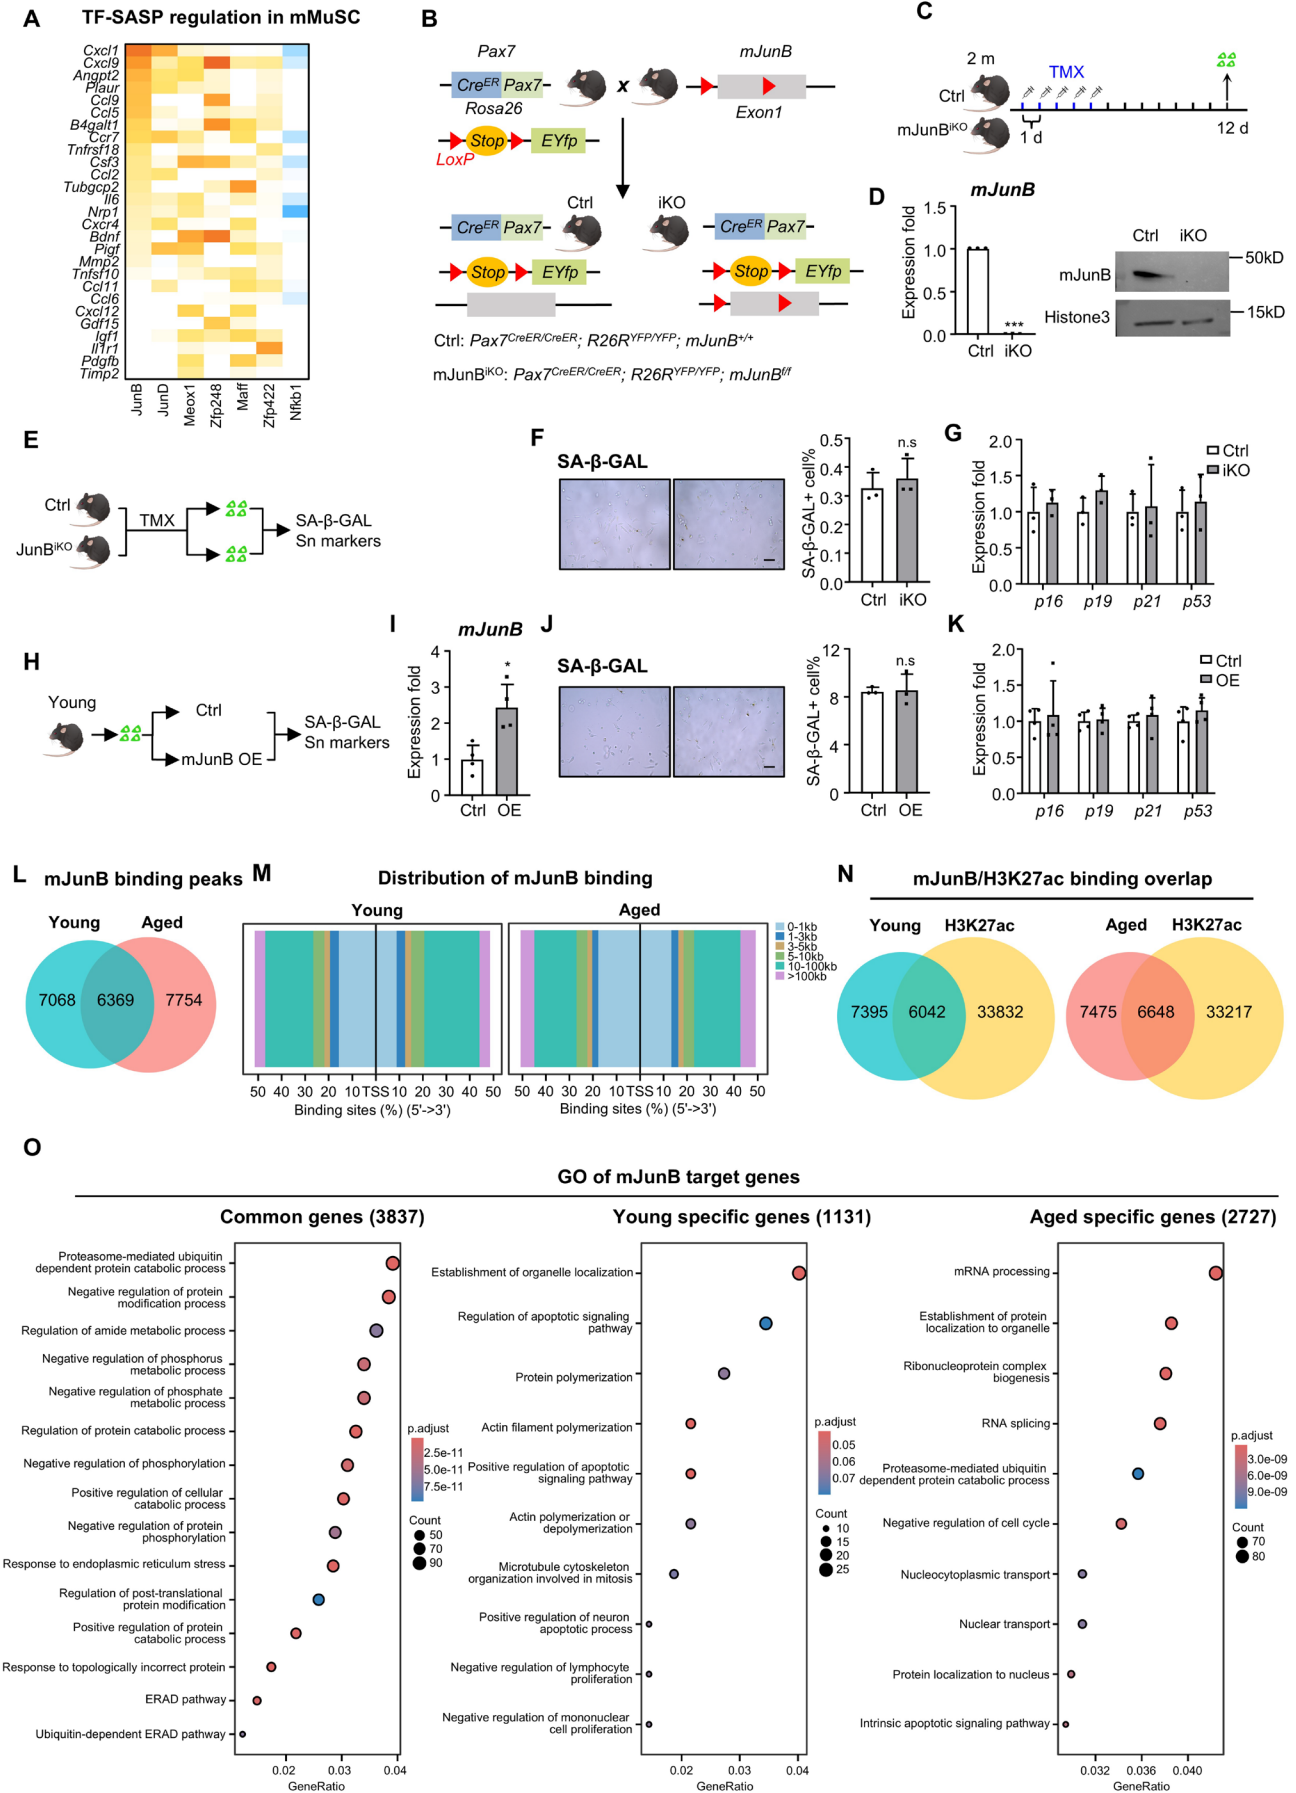

**Suppl. Fig. 7. JUNB activates SASP induction in senescent MuSCs via enhancer regulation. A**

Heatmap showing snATAC-seq detected DORC regulation scores for top-ranked TF-SASP association in mouse MuSCs. **B** Breeding scheme for generating inducible JunB conditional knock out (JunB<sup>iKO</sup>: *Pax7*<sup>CreERT2/R26YFP</sup>; *JunB*<sup>f/f</sup>) and Control (Ctrl: *Pax7*<sup>CreERT2/R26Yfp</sup>; *JunB*<sup>+/+</sup>) mice. **C** Schematic of the experimental design for inducing JunB specific knocking out in MuSCs by Tamoxifen (TMX) injection. **D** RT-qPCR and western blot detection of the RNA and protein expression levels of JunB in Ctrl vs. iKO MuSCs, n=3.  $p=0.00000018$ . **E** Schematic of the experimental design for analyzing senescent MuSCs from Ctrl and JunB-iKO mice. **F** SA- $\beta$ -GAL staining showing the percentage of senescent MuSCs in Ctrl vs. iKO. Scale bar: 50  $\mu$ m, n=3. **G** RT-qPCR detection of the expression levels of senescent marker genes in Ctrl and iKO MuSCs, n=3. **H** Schematic of the experimental design for analyzing senescence in MuSCs with JunB overexpression. **I** RT-qPCR confirmation of the *JunB* overexpression after transfecting the JunB overexpressing or Ctrl plasmid into the MuSCs, n=3.  $p=0.010$ . **J** SA- $\beta$ -GAL staining showing the senescent MuSCs in the above cells. Scale bar: 50  $\mu$ m, n=3. **K** RT-qPCR detection of the expression levels of senescent marker genes in the above cells, n=3. **L** Pie chart showing the overlapping of JunB CUT&RUN-seq identified binding peaks in young and aged MuSCs. **M** Stacked bar chart showing the feature distribution of JunB binding sites based on the distance to TSS sites. **N** Pie chart showing the overlapping of JunB binding with H3K27ac in both young and aged MuSCs. **O** GO analysis of JunB target genes in young and aged MuSCs. The common and young or aged unique genes were shown respectively. All the bar graphs are presented as mean + SD, unpaired two-sided Student's *t*-test was used to calculate the statistical significance (D, F-G, I-K): \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , *n.s.* = no significance. Source data are provided as a Source Data file.

# Supplementary material for: Multiomics and cellular senescence profiling of aging human skeletal muscle uncovers Maraviroc as a senotherapeutic approach for sarcopenia
**Source:** Nat Commun. 2025 Jul 5;16:6207. doi: 10.1038/s41467-025-61403-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Datasets**

Supplementary Data 1. Human skeletal muscle donor information

Supplementary Data 2. snRNA-seq analysis of the single-nuclei multiome data in aging human skeletal muscle

Supplementary Data 3. DEGs and GO analysis from snRNA-seq data

Supplementary Data 4. Analysis of SASP atlas and cell-cell communications in aging human skeletal muscle

Supplementary Data 5. Single-cell RNA-seq profiling in DMSO and MVC treatment muscle

Supplementary Data 6. Bulk RNA-seq analysis of MuSCs after MVC treatment

Supplementary Data 7. snATAC- and snRNA-seq analysis of TF-gene regulation

Supplementary Data 8. JunB CUT&RUN-seq analysis in mouse MuSCs

Supplementary Data 9. Sequences of oligonucleotides used in the study

# Supplementary material for: Multiomics and cellular senescence profiling of aging human skeletal muscle uncovers Maraviroc as a senotherapeutic approach for sarcopenia
**Source:** Nat Commun. 2025 Jul 5;16:6207. doi: 10.1038/s41467-025-61403-y
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RT-qPCR were conducted using the Light Cycler ®480 Real-Time PCR System (Roche Applied Science); Microscopy pictures were acquired with Leica microscope system DM 6000B; BD FACSVers flow cytometer, BD FACSAria Fusion Cell Sorter and BD FACSDiva (version 8.0.1, BD Biosciences) were used to acquisition of flow cytometry data.                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | GraphPad Prism version 8.2 was used to data analysis.<br>Leica LASX software was used to acquisition and analysis of images from Leica microscope.<br>ImageJ 1.50i (National Institutes of Health) were used to quantification of Main fluorescence intensity.<br>Flowjo10.8.1 were used to acquire and analyze flow cytometry data.<br>The analysis associated with Bulk RNA-seq, CUT&RUN-seq, Hi-C, snRNA-seq, snATAC-seq profiling were conducted mainly using custom code.<br>Basic NGS-processing softwares including MACS2, Cell Ranger ARC, HiC-Pro, Bowtie2, Topdom were used.<br>The code used in this study is available at Zenodo and the GitHub repository |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The human skeletal muscle single-nucleus multiome and CUT&RUN datasets within this study have been deposited in the Gene Expression Omnibus database under the accessions GSE268953 and GSE268431, respectively. The mouse single-cell RNA-seq, bulk RNA-seq, and CUT&RUN datasets have been deposited under the accessions GSE268407, GSE268952, and GSE268433, respectively. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | For multiomics sequencing, hamstring muscle samples were collected from the male participants. For RT-qPCR, IF staining, hamstring muscle samples were collected from the both male and female participants |
| Reporting on race, ethnicity, or other socially relevant groupings | The 10 male participants were all from Hong Kong cohort                                                                                                                                                     |
| Population characteristics                                         | The participants were divided into two groups, with ages between 19-27 years old (young group) and 60-77 years old (aged group).                                                                            |
| Recruitment                                                        | The participants were randomly recruited according to their ages, with informed consent from which obtained from the legally acceptable representative.                                                     |
| Ethics oversight                                                   | Ethical approval was granted by the Joint Chinese University of Hong Kong-New Territories East Cluster Clinical Research Ethics Committee (2021.255-T)                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | At least three biological replicates per group (detailed n is indicated in the figure or figure legends) were collected to perform statistical testing. No statistical test was used to determine sample size. All the sample sizes determination were referred to our previous publications.              |
| Data exclusions | No data or samples were excluded from the analysis                                                                                                                                                                                                                                                         |
| Replication     | All experimental data was repeated in multiple biological independent experiments as indicated in the legend, method and source data.                                                                                                                                                                      |
| Randomization   | For the human experiments, the participants were randomly recruited according to their ages. For each animal experiments, we randomly used the same age and sex mice from the same litter whenever possible. For cell experiments, we randomly counted multiple fields or cells per group for calculation. |
| Blinding        | For all experiments, we performed the experiments in a blinded way.                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | JUNB (Cell Signaling Technology, #3753; 1:1000), Histone 3 (Santa Cruz, sc-56616; 1:5000) for western blot. PAX7 (Developmental Studies Hybridoma Bank; 1:50), P16 (Abcam, ab211542, 1:200) for IF staining in cells. ALaminin (Sigma-Aldrich L9393-100UL, 1:800), P16 (Abcam, ab270058, 1:200), P21 (Santa Cruz Biotechnology, sc-6246, 1:200) PAX7 (Developmental Studies Hybridoma Bank; 1:50) for IF staining of muscle cryosections. JUNB (Cell Signaling Technology, #3753) for CUT&RUN-seq assay. |
| Validation      | All antibodies used are commercially available and the applications have been tested by the manufacturer.                                                                                                                                                                                                                                                                                                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animal handling procedures, protocols and experiments ethics approval was granted by the CUHK AEEC (Animal Experimentation Ethics Committee) under the Ref No. 22-292-HMF. The mice were maintained in animal room with 12h light/12h dark cycles, temperature (22–24°C), and humidity (40–60%) at animal facility in CUHK, fed with PicoLab® Select Mouse Diet 50 IF/9F Diet and provided with plenty of fresh clean water at all times. For all animal-based experiments, at least three pairs of littermates or age-matched mice were used. Pax7CreER (Pax7tm1(cre/ERT2)Gaka) were kindly provided by Dr. Shahragim Tajbakhsh. C57BL/6 aged mice were purchased from Gempharmatech (Nanjing, Jiangsu, China). JunBf/f mouse strains were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). The JunB-inducible conditional KO (iKO, Pax7CreERT2/R26Yfp; JunBf/f) strain and Ctrl (Pax7CreERT2/R26Yfp; JunB+/+) mice were generated by crossing Pax7CreERT2/R26Yfp mice with JunBf/f mice. |
| Wild animals            | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | For each the animal experiments, we used the the same age and sex of mice from the same litter whenever possible.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal handling procedures and protocols were approved by the Animal Ethics Committee at Chinese University of Hong Kong.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE268433>  
 secure token: ypmtgackpvcflqj

## Files in database submission

GSE268433

Genome browser session  
(e.g. [UCSC](#))

UCSC

## Methodology

## Replicates

3 JunB CUT&amp;RUN in young, 1 in aged mice

## Sequencing depth

total reads: 21518462, uniquely mapping reads:13357709, 150bp of raw reads, paired end

## Antibodies

JUNB (Cell Signaling Technology, #3753)

## Peak calling parameters

Candidate peaks were compared with the background, dynamic programming was used to determine  $\lambda$  of Poisson distribution, and the P-value cutoff was set to 0.001.

## Data quality

13437 peaks were called in young mice, 14123 peaks were called in aged mice under cutoff p value &lt;0.0001

## Software

MACS2

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Muscle stem cell (MuSC), Fibro-adipogenic progenitor (FAP), Macrophage (MP) isolation are described in the "Methods" section.

## Instrument

BD FACSAria Fusion Cell Sorter

## Software

Flowjo 10.8.1

## Cell population abundance

Muscle satellite cells sorting:  
We stained isolated cells by FACS with Pax7, PDGFR $\alpha$ , F4/80 antibody which are the markers of MuSC, FAPs, MPs and found 95% cells are positive.

## Gating strategy

Muscle stem cell, FAPs and MPs gating strategies are described in the "Methods" section.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

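CUT&RUN-seq peak lists of mouse MuSCs were analysed: 3 JunB libraries of young mice, 1 JunB library of aged mice and 1 H3K27ac library whose age is not given in the text. The design text of the series names DMSO- and MVC-treated mice for the JunB libraries, while the sample titles, the paper and Suppl. Dataset 8 name young and aged mice, and the latter were used. The Methods and the series name the H3K27ac library as CUT&RUN-seq, but the Methods also tie it to the UCSD Human Reference Epigenome Mapping Project, and Fig. 7M labels its track ChIP. The other experiments of the paper were not analysed here.

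The authors trimmed and filtered the reads, aligned them to mm10 with Bowtie2, kept non-redundant reads and called peaks with MACS2 in each library on its own. The paper's text does not name the software versions or a control library. Its Methods give a p cutoff of 0.001, and the Reporting Summary also names a stricter one, a −log10 p of 4. The deposited lists give, for each peak, its fold enrichment (a ratio of the pileup at the summit to the local background of the same library), its −log10 p and −log10 q, and a score. The score that the authors' peak caller wrote is 10 times the −log10 p in young replicate 1 and the aged library and 10 times the −log10 q in the other lists, cut to a whole number, and it was not used. The deposited −log10 p and −log10 q were used only to rank or filter peaks, since each is relative to its own library. The JunB lists had not passed the same threshold. Peaks carry no read counts, so the depth behind a peak is unknown, and only the read totals of Suppl. Dataset 8 were used as depth. Exact binomial intervals of shares (95%) cover counting error of peaks only.

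From the lists, regions were compared by overlap of at least 1 bp, with peaks of the young libraries merged where they overlapped or touched. Regions were classified with GENCODE M21 on GRCm38 (promoter within 3 kb of a TSS, then 5′ UTR, 3′ UTR, exon, intron, downstream within 300 bp, intergenic). Target genes had a region within 3 kb of a TSS or were nearest to a region farther away that overlapped an H3K27ac peak. SASP genes were the 114 mouse genes of the SASP gene set sheet of Suppl. Dataset 6. Overlaps were set beside 100 random placements on the same chromosomes, and SASP counts beside 10000 random gene lists drawn from 21924 protein-coding genes and matched in 10 bins of TSS spacing. The AP-1 motif TGASTCA was sought within 50 bp of each summit and in 101 bp windows centred 500 bp to each side. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Overlap and merging were tested on simulated data against bedtools 2.31.1: all 2000 of 2000 planted overlaps among 5000 simulated regions were found, and the class of 6000 of 6000 simulated regions and 500 of 500 enhancer-linked genes were recovered. The motif scan, also tested on simulated data, called all 3000 of 3000 simulated summits as made, 300 of them with a planted motif. Of 20000 simulated placements, 10.3% hit a target against a known 9.98%, and 4% of 200 simulated lists with no planted excess fell outside the middle 95% of their matched lists.

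With 1 aged library no test was made between ages. Genes and peaks were named by a rule set in advance: the mouse genes that the paper names as JunB or SASP targets in Fig. 7 and Junb, the 5 strongest peaks of each JunB library, the 10 SASP genes with the strongest aged peak and the SASP genes bound in all 4 JunB libraries (at most 10). Alternatives covered the rule for the young set, leaving out each young library, the contigs, the thresholds on −log10 p and −log10 q, the 2000 strongest peaks, the merge gap, the overlap, the H3K27ac peaks, the promoter window, the region midpoint, protein-coding genes, the enhancer link, the SASP list, the Cxcl1 window and the motif. The contig names, the RefSeq annotation of GRCm38.p6 and the lowest −log10 p common to the 4 JunB lists were added after the data were seen, as were the equal-number comparison at 3863 peaks, the splits of peaks by sharing, the definition of the strongest shared regions and the sequences at Cxcl1. The peak sheet of Suppl. Dataset 8 was held in part, the first 1997 of its 14123 rows, and was used only to look up identical peaks.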

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

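Of the tests in this part, the comparison of motif shares at the common lowest −log10 p was chosen only after its result was seen, and so was the definition of the strongest shared regions.

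The paper does not report a motif analysis of the mJunB peaks. TGASTCA lay within 50 bp of the summit in 5.24%, 5.87% and 7.21% of the peaks of young replicates 1, 2 and 3 and in 3.59% of the aged peaks. In the windows 500 bp to each side the shares were 1.35%, 1.52%, 1.76% and 1.56%, so the summits were above their own flanks in every JunB library, by 3.87, 3.86, 4.09 and 2.30 times. The H3K27ac library had the motif at 1.80% of its summits and 1.73% of its flanks. It is named as CUT&RUN-seq in the Methods but as ChIP in Fig. 7M, so a preference of the assay for the motif stays open. Most JunB peaks had no copy of this motif near the summit. Within 100 bp the shares rose to 12.8%, 15.6%, 16.8% and 8.95%. Among the 2000 strongest peaks of each library the shares were 4.10%, 4.87% and 6.14% in young replicates 1, 2 and 3 and 2.75% in the aged library, a range of 3.39 percentage points. The limit written for differing thresholds as the cause before this comparison was run, 5 points, was met, but the shares over all peaks, with a range of 3.62 points, had met it too, so this comparison decides nothing. A further comparison of these shares by their counting intervals, made after they were seen, is not used, since it leaves out the variation between libraries. At the lowest −log10 p common to the 4 lists the shares were 5.45%, 5.87% and 7.17% in young and 3.50% in aged MuSCs. The aged share stayed below the lowest young one by 1.95 points, more than the SD of the young libraries of 0.897, so differing thresholds alone do not account for the lower aged share. A lower share of true sites among the peaks of the aged library, other JunB-associated sites and age itself stay open, since age and library are the same thing here.

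Some regions were among the 20 strongest peaks of the H3K27ac library and of at least 1 JunB library. There were 19 of them, on chromosomes 2, 3, 6, 7, 9, 12, 14 and 18, and 10 of them were in the aged top 20. The strongest peak was the same region of chromosome 2 (98666264 to 98667337 in young replicate 2, at Gm10800) in young replicates 2 and 3 and in H3K27ac, with −log10 p up to 54594. In young replicate 1 the 5 strongest peaks all lay between 3001661 and 3024661 of chromosome 9. In the aged library the strongest peak was chromosome 9 from 35305150 to 35305682 (nearest TSS Gm33838, 1917 bp), followed by regions on chromosomes 12, 6, 12 and 7. Repeats made up 85.4% of the bases of the 19 regions and 18.8% of the bases of the other JunB peaks, and 0 of the 19 had the AP-1 motif at the summit against 4.86% of the other peaks. At 0 of 19 the motif count is too small to show a lower share. In each region only the summit of its strongest JunB peak was scored, and only within 50 bp. Most JunB peaks lacked a copy that near too, so this count does not exclude AP-1 binding in these regions. Reads piled up on repeated sequence are in line with the masked share of 85.4%, although a region on chromosome 6 was masked over 35.1% of its bases. Beyond the motif near the summit, no biological explanation was examined.

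A JunB peak within 3 kb upstream of the Cxcl2 TSS was present in all 4 JunB libraries (in the aged library from 90900600 to 90900903 on chromosome 5), and overlapped no H3K27ac peak. Its −log10 p was 21.9, 11.7 and 17.9 in young replicates 1, 2 and 3 and 8.04 in the aged library, values that are relative to each library and not comparable in size. Each of the 4 peaks contained 1 copy of TGASTCA, at 226, 185, 207 and 208 bp from the summit. This region was chosen after its values were seen, and no explanation was tested for it.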

How the results depend on the processing

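No paired analysis was possible because there is 1 aged library and the results come from no test. The alternatives added afterwards are the tests in this part that were chosen only after the results were seen. The results on peaks, H3K27ac overlap, region classes, target and SASP genes, Cxcl1, motif and library overlap were recomputed under those alternatives that apply to them, set before the data were examined, and under 3 added afterwards (contig names, RefSeq annotation, common lowest −log10 p). Random placements, matched lists, the strongest regions and the splits of peaks by overlap were not. The merge gap does not apply to the motif share, which is taken per peak, and the limit on the H3K27ac −log10 q removed no peak. In all, 407 values were recomputed, of which 297 stayed within their limits, 106 moved and 4 changed sign; 30 of the 70 values for motif and library overlap moved. The aged excess in peaks, H3K27ac-overlapping peaks, target genes and promoter share kept its sign in every alternative, apart from the equal numbers of peaks that the strongest 2000 fix at 0. Where the cause of a change is not given by the alternative's construction, the cause was not tested.

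With peaks in at least 2 young libraries, there were 4710 young regions, 2982 (63.3%) overlapping H3K27ac, and 3656 target genes, with 58.3% in introns and intergenic sequence and 39.0% at promoters. The aged excess was then 9413 peaks, 3666 H3K27ac-overlapping peaks, 5556 target genes, 19 SASP genes and 3.71 percentage points of promoter share, and the H3K27ac share differed by -16.2 points. With the mean of the 3 single young libraries, there were 6094 young peaks, 3281 overlapping H3K27ac (56.6%), and the aged excess was 8029 peaks, 3367 overlapping peaks and 5184 target genes, with a share difference of -9.53 points.

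Leaving out each young library gave 5573 to 10290 young regions, 47.0% to 60.8% overlapping H3K27ac, 58.1% to 65.9% in introns and intergenic sequence and 31.9% to 39.4% at promoters. The aged excess ran from 3833 to 8550 peaks, from 1767 to 3257 H3K27ac-overlapping peaks, from 3363 to 5021 target genes and from 3.31 to 10.7 percentage points of promoter share. The difference in H3K27ac share ran from -13.8 to 0.0483 points. The low end of the young counts and of the promoter difference came from leaving out young replicate 1, the library with the most young peaks (5573 regions and 3.31 points without it).

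With the strongest 2000 peaks of each library, the peak counts are 2000 by construction and the other counts fall with them. H3K27ac overlapped 1417 aged (70.8%) and 1322 young peaks (66.1%), a difference of 95 peaks and 4.75 points, which reversed the sign of the share. There were 1957 aged and 1643 young target genes, a difference of 314.3, and 6 aged and 8.33 young SASP genes, a difference of -2.33 that reversed the sign. Introns and intergenic sequence held 45.9% of aged and 59.7% of young peaks, promoters 51.6% and 37.5%, 1113 aged peaks were shared, and 1 aged and 0.667 young peaks lay near Cxcl1.

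A −log10 q of at least 2 gave aged shares of 50.9% for H3K27ac, 52.7% for introns and intergenic sequence and 45.2% for promoters. Regions farther than 3 kb from a TSS left 2832 aged (35.1%) and 2777 young H3K27ac overlaps, a difference of 55. Overlap of at least 0.5 of the region gave an aged H3K27ac share of 41.3%. A promoter of 1 kb gave 61.8% aged and 72.9% young regions in introns and intergenic sequence and 34.8% and 23.7% at promoters, protein-coding genes gave 62.3%, 72.3%, 35.7% and 25.9%, and the midpoint gave 56.4% in aged introns and intergenic sequence. Promoter binding alone left 15 young SASP genes, and the SASP atlas list gave 509 aged and 302 young genes, a difference of 207, since it is a longer list.

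Of the added alternatives, RefSeq gave 56.9% and 39.6% for the aged introns and intergenic sequence and promoters. It gave 40 aged and 26 young SASP genes, nearer to the paper's 40 and 27 than the 35 and 23 of the main setting. The lowest −log10 p common to the 4 lists gave aged shares of 53.8% for H3K27ac, 50.9% for introns and intergenic sequence and 47.0% for promoters, with an aged excess of 1274 peaks and 853 overlapping peaks, and reversed the H3K27ac share difference to 1.84 points. The H3K27ac share difference was under the young SD of 8.49 points as reported and in each reversal, and above it with at least 2 young libraries, with the mean of the single libraries and without young replicate 1. The single aged library limits all comparisons between ages.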

Differences from the paper's values

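Of the tests in this part, the lookup of the peak sheet of Suppl. Dataset 8 as a test of exchanged lists and the alternatives marked as such were chosen only after the results were seen.

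The paper gives a p cutoff of 0.001 for the JunB peaks. The highest p in the lists was 4.71e-06 in young replicate 2 and 6.09e-06 in young replicate 3, and no alternative bears on these values. In young replicate 1 and in the aged library it was 0.000988 and 0.000979. The Reporting Summary also names a stricter p cutoff, a −log10 p of 4, at which 13638 aged peaks would remain.

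In the merged young set 3 SASP genes were found that were not bound in aged MuSCs, against about 5 in Fig. 7L, read by eye. Among the alternatives set before the data were examined, 5 were found when every gene with a TSS within 50 kb was linked to an enhancer, and 4 with a −log10 q of at least 2, with a promoter of 1 kb, with protein-coding genes and with promoter binding alone, and these 5 settings fall within 1.5 times the paper's value. The others that gave a value did not close the gap. Fewer than 3 were found with peaks in at least 2 young libraries (0) and without young replicate 1 (1). The same held without young replicate 2 (2) and with the nearest TSS within 50 kb only (2). With the RefSeq annotation 5 were found and with the common lowest −log10 p 4, both chosen after seeing the values.

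The paper states that most mJunB sites lie in active enhancers. H3K27ac peaks overlapped 47.1% of the aged regions and 47.5% of the young regions. Shares above an even split were reached with a −log10 q of at least 2 (50.9% aged, 51.6% young), with the strongest 2000 peaks (70.8% aged, 66.1% young), and, for the young set, with peaks in at least 2 libraries (63.3%), the mean of the single libraries (56.6%) and without young replicate 1 (60.8%). The common lowest −log10 p, chosen after seeing the values, gave 53.8% aged and 52.0% young. Lower shares came from regions farther than 3 kb from a TSS (35.1% aged, 39.4% young) and from overlap of at least 0.5 of the region (41.3% aged, 41.4% young).

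The paper states that binding at SASP targets was mostly in enhancers. In aged MuSCs 25 of the 35 bound SASP genes had a promoter peak and 13 an enhancer peak, and in the young set 15 and 11 of 23. Enhancers outnumbered promoters in aged MuSCs with protein-coding genes (26 against 25) and with every TSS within 50 kb (31 against 25). In the young set they did so under these same settings (21 against 15 and 24 against 15), with a promoter of 1 kb (14 against 10), with peaks in at least 2 libraries (9 against 8), without young replicate 1 (10 against 9), with the strongest 2000 peaks (5.33 against 4) and with RefSeq, chosen after seeing the values (17 against 14).

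Fig. 7L, read by eye, names Timp12 among the genes bound in young MuSCs alone, a name not found in the annotation and not looked up, and prints Ccl25 at 2 places in its aged list. Of the other 4 genes that it lists for young MuSCs alone, Il1r1 and Cxcr4 were bound in the young set alone, Cxcl2 had a promoter peak in all 4 libraries, and Il12b was bound in neither set. Of the 17 different genes that it lists as bound in aged MuSCs alone, 11 were bound in the aged library, of which Bmp4, Egfr and Timp1 were also bound in the young set, and Ifng, Ang, Gm12407, Ccl27b, Ccl19 and Cxcl12 were bound in neither set. Some settings gave the paper's call. Protein-coding genes did so for Il12b and Ifng, every TSS within 50 kb for Ifng, Ang, Gm12407, Ccl27b and Ccl19, promoter binding alone for Bmp4, and the strongest 2000 peaks for Cxcl2. For Egfr, peaks in at least 2 young libraries, leaving out young replicate 1, a −log10 p of at least 4 and a −log10 q of at least 2 did so. RefSeq, chosen after seeing the values, did so for Il12b, Ifng, Egfr, Gm12407, Ccl27b, Ccl19 and Cxcl12, and the common lowest −log10 p, also chosen after seeing the values, for Egfr. No setting did so for Timp1. Most of these settings also lost calls that had been as in the paper. Cxcr4 was lost with protein-coding genes, every TSS within 50 kb, promoter binding alone and at least 2 young libraries, Il1r1 with at least 2 young libraries and without young replicate 1, Cxcl10 with every TSS within 50 kb and with the common lowest −log10 p, and all 10 such genes with the strongest 2000 peaks. In all, 10 of the 21 genes were called as in the paper, 11 with protein-coding genes, 13 with every TSS within 50 kb and 17 with RefSeq, which lost no such call but no longer gave Bmp4 as bound in aged MuSCs. The Cxcl2 peak lay close to the 3 kb limit, 2968 bp from the TSS in the aged library. With a promoter of 1 kb or with the region midpoint, Cxcl2 was bound in neither set.

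The first 1997 of the 14123 rows of the peak sheet of Suppl. Dataset 8 that stand under its young heading were identical to peaks of the aged library (1997 of 1997) and to 0 peaks of the young libraries. Of the 1997 rows under its aged heading, 702 were identical to peaks of young replicate 1, 27 to peaks of young replicate 3 and 0 to aged peaks. The number of aged peaks, 14123, and of aged peaks overlapping H3K27ac, 6648, are those the paper's text gives for aged MuSCs. Its young counts were not reached under any setting that was run. The paper gives 13437 young peaks against 10595 merged regions here, and 6042 young overlaps with H3K27ac against 5029. The aged excess in both counts was therefore larger here than in the paper.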

Other observations

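In this part, the tests against read depth, contig names and exchanged lists, the value of the lowest −log10 p common to the 4 lists, the comparison at 3863 peaks and the splits of peaks by overlap were chosen only after the results were seen. Age could not be separated from the library in any of them.

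The aged library had more JunB peaks than each young library. Differing thresholds alone do not account for it, since 10397 aged peaks remained at the common lowest −log10 p against 7942 in young replicate 1. Greater depth does not account for it either if depth is taken as the paper's clean reads, 6.28 M in the aged library against 11.9 and 9.70 M in young replicates 1 and 2. Young replicate 3, with 2.77 M clean reads and the fewest peaks, goes with depth, and the aged library had the most raw reads. The different contig names of the aged list do not account for it, since on chromosomes 1 to 19, X and Y the aged library held 14056 peaks against 9387 in young replicate 1. An exchange of the young and aged lists cannot be told apart from the labels used here: the 1997 rows read under the young heading of Suppl. Dataset 8 are aged peaks by the sample labels, while the aged peak count is the one the paper's text gives for aged MuSCs. A difference in signal over background between the libraries, a treatment of the mice as named in the design text of the series, and age stay open. So does library quality, since the aged library had the lowest alignment rate and the highest duplication rate, and this was not tested.

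The aged library had more JunB-bound SASP genes than the young libraries. With 3863 peaks taken from each library, the length of the shortest list, 11 aged SASP genes were bound against 15, 12 and 15 in young replicates 1, 2 and 3, which is consistent with the longer aged list as a sufficient source of the gain. The criterion written for this comparison asked for an aged count within the young range, and the count lay below that range; with 2000 peaks it was 6, within the young range of 6 to 10. A gain over all genes is also in line with the data: among 10000 lists matched on TSS spacing and on H3K27ac at the promoter, 61.2% had a smaller aged-minus-young difference than the SASP list. Over all protein-coding genes, 27.0% were bound in aged and 16.3% in young MuSCs, and over the SASP genes 30.7% and 20.2%. Preferential binding of SASP genes with age is not excluded by these counts, but was not seen.

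The share of JunB peaks at promoters was higher in the aged library than in the young set. At the common lowest −log10 p it was 47.0% in the aged library against 33.9%, 39.4% and 38.1% in young replicates 1, 2 and 3, so differing thresholds alone do not account for it. At 3863 peaks per library it was 52.2% against 36.9%, 39.3% and 38.0%. Other technical explanations were not tested and stay open beside age.

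Aged peaks that overlapped no young region were weaker than those that did (median −log10 p 6.20 against 10.4), less often overlapped H3K27ac (36.0% against 64.6%) and less often had TGASTCA within 50 bp of the summit (2.85% against 4.73%, with 1.32% and 1.92% in the flanks). In the strongest of the 4 groups of aged peaks divided at the quartiles of −log10 p, the motif shares were 1.65% of the 665 peaks that overlapped no young region and 3.56% of the 2834 that did, and the promoter shares were 63.8% and 49.0%. In the weakest group the promoter shares were 30.8% and 28.3%, and over all aged peaks they were 42.2% and 43.4%, the other way round. Peaks of young replicates 1, 2 and 3 that overlapped no aged peak had the motif in 4.82%, 7.00% and 8.18%, and those that overlapped one in 5.60%, 5.53% and 6.95%, so replicate 1 went the other way than replicates 2 and 3. No explanation of these shares was tested.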
